# An essential signaling function of cytoplasmic NELFB is independent of RNA polymerase II pausing

**DOI:** 10.1016/j.jbc.2023.105259

**Published:** 2023-09-17

**Authors:** Haihui Pan, Xiaolong Cheng, Pedro Felipe Gardeazábal Rodríguez, Xiaowen Zhang, Inhee Chung, Victor X. Jin, Wei Li, Yanfen Hu, Rong Li

**Keywords:** NELF, NELFB, Pol II pausing, PI3K/AKT, APEX2, AID, IAA induced rapid degradation

## Abstract

The four-subunit negative elongation factor (NELF) complex mediates RNA polymerase II (Pol II) pausing at promoter-proximal regions. Ablation of individual NELF subunits destabilizes the NELF complex and causes cell lethality, leading to the prevailing concept that NELF-mediated Pol II pausing is essential for cell proliferation. Using separation-of-function mutations, we show here that NELFB function in cell proliferation can be uncoupled from that in Pol II pausing. NELFB mutants sequestered in the cytoplasm and deprived of NELF nuclear function still support cell proliferation and part of the NELFB-dependent transcriptome. Mechanistically, cytoplasmic NELFB physically and functionally interacts with prosurvival signaling kinases, most notably phosphatidylinositol-3-kinase/AKT. Ectopic expression of membrane-tethered phosphatidylinositol-3-kinase/AKT partially bypasses the role of NELFB in cell proliferation, but not Pol II occupancy. Together, these data expand the current understanding of the physiological impact of Pol II pausing and underscore the multiplicity of the biological functions of individual NELF subunits.

Promoter-proximal RNA polymerase II (Pol II) pausing is a widespread phenomenon across the whole genome of most metazoans (1). Following transcription initiation, Pol II is paused after transcribing 20 ∼ 60 nucleotides (2, 3). Pol II pausing is thought to be a crucial regulatory mechanism by which genes are activated transcriptionally in response to environmental and developmental signals (4). The negative elongation factor (NELF) complex enforces and maintains Pol II pausing, in collaboration with the DRB sensitivity-inducing factor (5, 6, 7, 8, 9). NELF consists of four protein subunits: NELFA, NELFB, NELFC, and NELFE (7). Depletion of any NELF subunit results in destabilization of the remaining subunits (10, 11). Upon phosphorylation by the positive transcription elongation factor, NELF dissociates from paused Pol II and thus allows resumption of transcription elongation (12). Recent cryo-EM work suggests that NELF restrains the movement of Pol II *via* multiple mechanisms: it directly restricts polymerase movement by binding along the Pol II funnel, interferes with nucleotide triphosphate diffusion and addition, and prevents both transcription elongation factor IIS and Pol II-associated factor from binding to Pol II (13). Consistent with the structural and biochemical knowledge of NELF, its depletion in cultured cells reduces the occupancy of promoter-proximal Pol II (14, 15, 16). However, a recent study shows that the acute loss of promoter-proximal Pol II is not immediately accompanied by a corresponding increase in Pol II signals within the gene body (GB) (15). This suggests that NELF may not simply serve as an elongation inhibitor but rather a checkpoint to retain the local transcription machinery and prevent mRNA from premature termination (4).

In addition to NELF’s activity in Pol II pausing, its cellular functions have been explored extensively *via* genetic ablation of various NELF subunits, especially NELFB. NELFB is essential for cultured cell proliferation and embryonic stem cell differentiation (17, 18, 19). In the context of adult tissue development, NELFB is known to play pivotal roles in mammary ductal morphogenesis during puberty (20, 21), uterine decidual development during pregnancy (22), muscle stem cell regeneration (23), and T lymphocyte functions in antitumor immunity (24). NELFB depletion in postmitotic cardiomyocytes causes tissue dysfunction and cardiomyopathy (25). Cell- and tissue-specific NELFB inactivation is often associated with genome-wide reduction of promoter-proximal Pol II pausing and disruption of context-dependent transcription programs (18, 25, 26, 27, 28). However, it remains unclear how global attenuation of Pol II pausing could dampen transcription of a distinct set of genes under a given physiological condition. More mechanistic probing is warranted to fully elucidate the molecular basis of NELF’s biological functions.

Aside from their collective contributions to the functionality of the NELF complex in Pol II pausing, individual NELF subunits have been implicated in disparate cellular functions that sometimes seem incongruent with the canonical NELF activity in Pol II pausing. For instance, NELFA, unlike the other NELF subunits, is a central maternal factor for 2-cell stage–specific gene expression (29). In a separate study, NELFB was shown to physically shuttle tropomyosin receptor kinase C to mitochondria and promotes tropomyosin receptor kinase C–induced apoptosis (30, 31). Because stability of the four NELF subunits is mutually dependent, depletion of one subunit results in reduced levels for the remaining subunits (10, 32, 33). Therefore, it is technically difficult to unequivocally ascribe a biological effect of protein depletion to a specific NELF subunit. For the same reason, it is also challenging to distinguish NELF-dependent from NELF-independent activities by whole-gene deletion. Interrogation of the potential multifaceted nature of NELF molecular activities may require more precise gene-dissecting tools such as separation-of-function mutagenesis, which has been used successfully to demonstrate multiplicity of other biological molecules (34, 35, 36, 37).

Here, we generated a panel of NELFB mutants (MTs) and subjected them to functional assays including cell proliferation, transcription, and Pol II pausing in immortalized mouse embryonic fibroblasts (MEFs) (17). Unexpectedly, the NELF complex’s integrity and its Pol II pausing activity are dispensable for NELFB-dependent transcriptomics and cell proliferation. To interrogate the Pol II pausing–independent function of NELFB, we found that NELFB physically and functionally interacts with prosurvival kinases including phosphatidylinositol-3-kinase (PI3K)/AKT. Interestingly, ectopic expression of membrane-tethered PI3K/AKT kinases partially bypasses the need of NELFB for cell proliferation, but not Pol II occupancy. Altogether, our molecular study not only separates NELFB’s essential function from its Pol II pausing activity but also uncovers a previously unrecognized role of cytoplasmic NELFB in prosurvival signaling.

## Results

### Integrity of the NELF complex is not required for NELFB-dependent cell proliferation

NELFB is defined as a common essential gene in the Cancer Dependency Map Project (Fig. S1, *A* and *B*) (38). However, it is not clear whether its essential function depends on its interactions with the other NELF subunits. Based on the configuration of individual NELF subunits in the NELF complex, we conducted several approaches of NELFB mutagenesis to identify mutations that disrupt its binding to either NELFA/NELFC or NELFE (Fig. 1*A*). First, a previous crosslinking study identified several NELFB lysine residues in close proximity with the neighboring NELF subunits (39). We therefore generated a series of alanine-substitution MTs encompassing these lysine residues in NELFB (from XKX to AAA, Table S1). We assessed the affinity of these NELFB MTs for the other NELF subunits by flag-tagged coimmunoprecipitation (co-IP). Out of the 11 alanine–substitution MTs analyzed in both human HEK293T cells and MEFs, MT183 and MT194 completely lost their interactions with NELFA and NELFC while retaining intact binding to NELFE (Figs. 1*B* and S1, *C*–*E*). Conversely, MT486 failed to bind to NELFE but retained at least its partial affinity for NELFA and NELFC (Figs. 1*B* and S1, *C*–*E*). In addition to these alanine-substitution MTs, we also generated amino (N)- and carboxyl (C)-terminal truncated MTs of NELFB. The N-terminal truncation Δ-N78 was able to bind to NELFE, but not NELFA or NELFC (Fig. 1*C*). On the other hand, the C-terminal truncation Δ-C60 was co-IPed with NELFA and NELFC, but not NELFE (Fig. 1*C*). In the last mutational approach, we targeted the LXXLL sequence, a well-known motif that is critical for protein interactions (40). Of the three LXXLL-targeting MTs of NELFB, MT144 failed to bind to NELFC (Fig. S1*C*). Thus, as summarized in Figure 1*A*, we generated a panel of NELFB MTs with the crippled ability of binding to specific NELF subunits.

**Figure 1:**
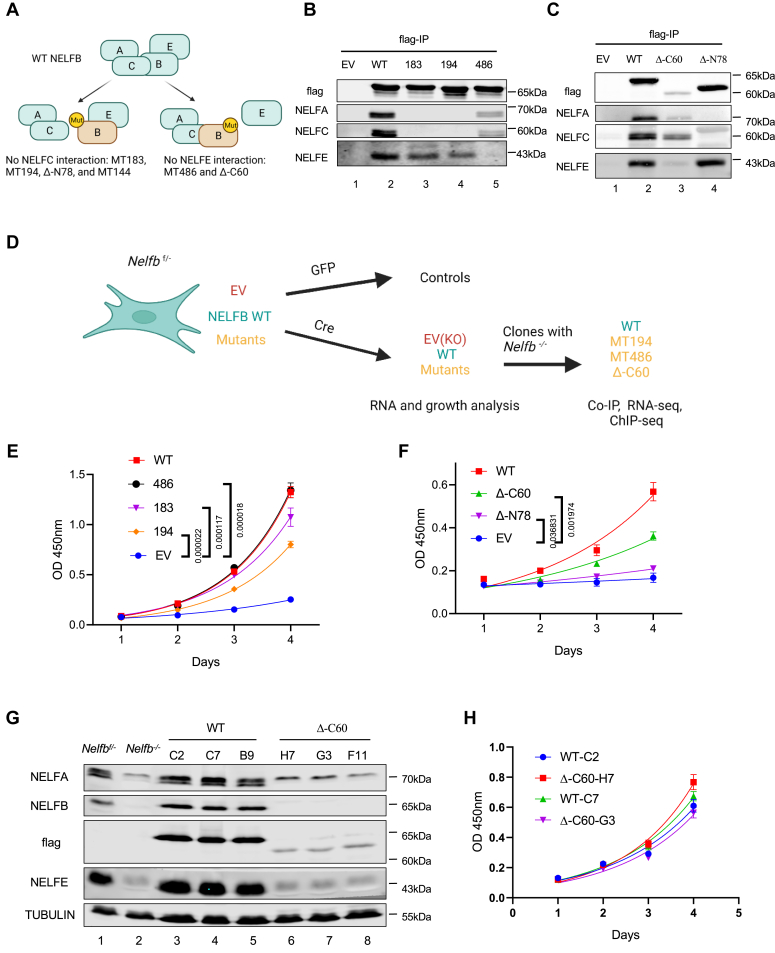
**Integrity of the NELF complex is not required for NELFB-dependent cell proliferation**. *A*, site-specific mutagenesis to disrupt NELFB interactions with other NELF subunits. *B* and *C*, Flag coimmunoprecipitation (co-IP) using HEK293T cells transfected with an empty vector (EV) or flag-tagged mouse NELFB WT and mutants, followed by Western blotting of various NELF subunits. Representative image from three independent experiments was shown. *D*, schematic illustration of NELFB mutant analysis in conditional *Nelfb* KO MEFs. *E* and *F*, stable *Nelfb^f/-^* cell lines with EV, WT, or mutant NELFB were infected with Adeno-Cre for 7 days. Cell numbers were measured daily for four consecutive days using Cell Counting Kit-8 (CCK8). Representative experiment was shown from three independent experiments. Exact *p* values for the last time point are indicated. *G*, Western blotting of different NELF subunits in *Nelfb^−/−^* clones with ectopic WT and DC60. *Nelfb^f/-^* and *Nelfb^−/−^* cell lysates were used as reference. A total of six independent clones for both WT and D-C60 were analyzed and the results of three WT and D-C60 clones were shown. *H*, cell growth of the WT and Δ-C60 clones were measured for four consecutive days using CCK8. Statistical analysis was performed using multiple *t* test. Exact *p* values for the last time point are indicated. MEF, mouse embryonic fibroblast; NELF, negative elongation factor.

Next, we ectopically expressed WT and various NELF complex–defective NELFB MTs (MT183, MT194, MT486, Δ-N78, and Δ-C60) in *Nelfb*^*f/-*^ MEFs, which contain a null and a floxed *Nelfb* allele. We then examined the ability of ectopic WT and MTs to support cell proliferation upon Cre-mediated deletion of the endogenous floxed *Nelfb* allele (Fig. 1*D*). As expected, these NELFB MTs were not able to stabilize the other NELF subunits in MEFs depleted of endogenous NELFB (Fig. S1, *F* and *G*). Surprisingly, most of these MTs, except for Δ-N78, largely retained the ability of WT NELFB to support cell proliferation (Fig. 1, *E* and *F*). In particular, MT486, which is devoid of its NELFE-binding ability, is indistinguishable from the WT protein in rescuing the proliferative defect of *Nelfb*^*−/−*^ cells (Fig. 1*E*). Following infection of MEFs with the Cre-expressing virus, we were able to isolate single *Nelfb*^*−/−*^ clones expressing ectopic NELFB MTs, including MT183, MT194, MT486, and Δ-C60 (Figs. S1, *H* and 1*G*). Stable passaging of these clones as homogeneous cell populations further confirms the ability of the NELFB MTs to support long-term cell growth.

Stable clones of Δ-C60–expressing *Nelfb*^*−/−*^ cells exhibited significantly lower levels of NELF subunits *versus* the WT clones (compare lanes 3–5 and 6–8 in Fig. 1*G*). Nevertheless, these MT cell clones proliferated equally well compared to their WT counterparts (Fig. 1*H*). To determine whether the same was true for human NELFB, we used CRISPR-Cas9 in human breast cancer cells MDA-MB-231 to disrupt the corresponding C-terminal portion of human NELFB (hNELFB), which is over 90% identical to its mouse counterpart (Fig. S2, *A* and *B*). Although the gene editing significantly destabilized the truncated hNELFB (Δ-C60) and the other hNELF subunits (Fig. S2, *C* and *D*), the resulting MDA-MB-231 cell clones proliferated as robustly as the WT control (Fig. S2*E*). Collectively, our mutational study strongly suggests that an intact NELF complex is dispensable for NELFB-dependent cell proliferation.

### NELFB-dependent Pol II pausing and cell proliferation are functionally separable

Next, we used chromatin immunoprecipitation sequencing (ChIP-seq) to assess the impact of various NELFB MTs on Pol II pausing. First, we confirmed that chromatin binding of ectopic WT NELFB as detected by flag-based ChIP-seq was concordant with our previously published finding from ChIP-seq of endogenous NELFB (Figs. 2*A* and S3, *A* and *B*) (17). As expected, the flag-based ChIP-seq signal was largely eliminated in MT Δ-C60–expressing cells (Fig. 2, *A* and *C*), thus further validating the ChIP-seq specificity. Second, compared to WT cells, there was a substantial decrease in global Pol II density in all three MT MEFs examined (Figs. 2, *B* and *C* and S3, *C*–*E*). However, Pol II binding in Δ-C60 cells was reduced proportionally at both the transcription start sites (TSS) and GB (Fig. 2, *D* and *E*), resulting in negligible changes in the Pol II traveling ratio (TR) (Fig. S3*F*). In contrast, MT194 and MT486 MT cell clones displayed a preferential reduction of Pol II binding at TSS over GB (Fig. 2, *D* and *E*), giving rise to significantly diminished TRs (Fig. S3*F*). This suggests a multi-step nature of the NELF-dependent effects on Pol II movement. It is also worth noting that MT486, which lacks NELFE binding, was less defective in Pol II occupancy than MT194 (Fig. 2, *D* and *E*). Furthermore, unlike MT194, MT486 also retained significant chromatin binding at TSS (Fig. S3*G*), supporting the notion that disruption of the NELFB-E interaction is less consequential than that of NELFA-C-B. This is in line with the previous finding that the NELFE tentacle is not required to stabilize NELF complex at the TSS (41).

**Figure 2:**
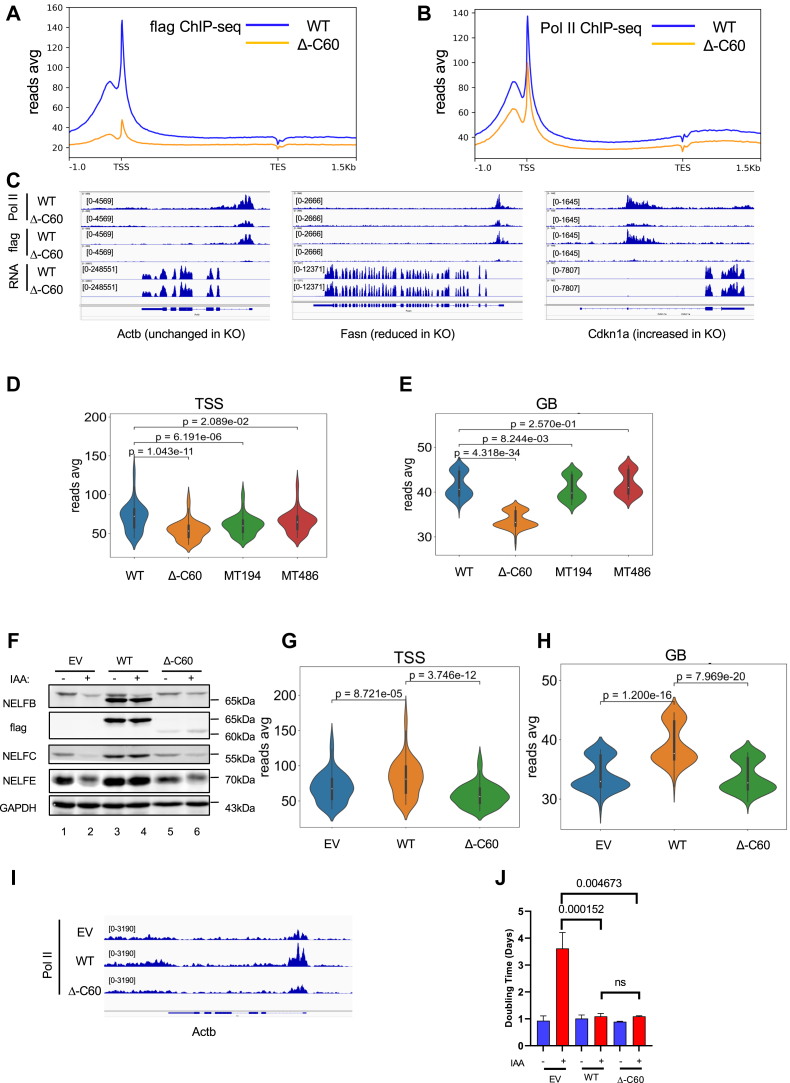
**NELFB-dependent Pol II pausing and cell proliferation are functionally separable**. *A* and *B*, averaged metagene profiles of flag-NELFB (*A*) and Pol II (*B*) chromatin occupancy in WT and Δ-C60 cells. ChIP-seq experiments were performed with two (*A*) and four (*B*) independent biological replicates. The analyzed region is from −1kb upstream of transcription start sites (TSS) to +1.5kb downstream of transcription end sites (TES). *C*, representative IGV profiles of *Actb* (not dependent on NELFB), *Fasn* (NELFB-upregulated), and *Cdkn1a* (NELFB-downregulated). Pol II ChIP-seq, Flag-NELFB ChIP-seq, and RNA-seq are averages of four, two, and three independent clones, respectively. *D* and *E*, *violin plots* showing distributions of Pol II ChIP-seq reads at the TSS (−0.5 to +0.5kb, *D*) and gene body (GB) (+0.5 to +2.5 kb, *E*) in WT and mutant MEFs. Pol II ChIP-seq were from four independent clones of WT and Δ-C60 and two independent clones of MT194 and MT486. *F*, stable NELFB–AID cell lines that expressed EV, WT NELFB, or D-C60 were treated with PBS or 0.5 mM auxin (indole-3-acetic acid, IAA) for 6 h. Representative Western blotting of different NELF subunits from three independent experiments is shown. *G* and *H*, *violin plot* distributions of Pol II ChIP-seq reads at the TSS (−0.5 to +0.5kb, *G*) and GB (+0.5 to +2.5 kb, *H*) in IAA-treated NELFB-AID cells that stably expressed EV, WT, or Δ-C60. Pol II ChIP-seq was from two independent experiments. *I*, representative IGV profiles of *Actb*. Pol II ChIP-seq was averaged from two independent experiments. *J*, stable NELFB–AID cell lines that expressed EV, WT, or Δ-C60 were treated with PBS or 0.5 mM IAA continuously. Cell proliferation was measured for four consecutive days. Doubling time was calculated using nonlinear regression of exponential (Malthusian) growth model. The results were average from two independent experiments. Statistical analysis was performed using multiple *t* test. Exact *p* values for the doubling time were depicted. AID, auxin-induced protein degradation; ChIP-seq, chromatin immunoprecipitation sequencing; EV, empty vector; IAA, indole-3-acetic acid; NELF, negative elongation factor.

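In the RNA-seq of the clones, Actb mRNA, for cytoplasmic β-actin, reached 3534 ± 1690 CPM in Δ-C60 and 3086 ± 903 in the WT(N48) clones (SD, n = 3 each), a log2 fold change of 0.20 (standard error 0.30, adjusted p = 0.85 from edgeR). Fasn reached 894 ± 121 and 783 ± 155, a log2 fold change of 0.19 (standard error 0.19, adjusted p = 0.75). Cdkn1a, for the cell cycle inhibitor p21, reached 135 ± 134 and 152 ± 116, a log2 fold change of −0.17 (standard error 0.72, adjusted p = 0.95). None of these differences was larger than the spread between clones. In the WT clones made with the pLenti vector, Actb stood at 2409 ± 357, Fasn at 774 ± 160 and Cdkn1a at 96.8 ± 30.2 (SD, n = 3). Δ-C60 differed from them by 0.55 (adjusted p = 0.25), 0.21 (adjusted p = 0.53) and 0.48 (adjusted p = 0.71). The genes lie on GRCm38, Actb on chromosome 5 from 142903115 to 142906754, Fasn on chromosome 11 from 120805846 to 120824547 and Cdkn1a on chromosome 17 from 29090976 to 29100727. The paper's text does not name which WT clones the RNA-seq track shows.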

To rule out caveats associated with possible compensatory changes in stable MT cell clones, we established an auxin-induced protein degradation (AID) system in MEFs (Fig. S3*H*). Upon rapid depletion of endogenous WT NELFB, ectopic Δ-C60 failed to stabilize the other NELF subunits (Fig. 2*F*) or support their chromatin binding at TSS (Fig. S3, *I* and *J*). Likewise, unlike ectopic WT NELFB, Δ-C60 did not restore overall Pol II occupancy at either TSS or GB in NELFB-depleted cells (Fig. S2, *G*–*I*). Despite the total loss of its Pol II–pausing capability, Δ-C60 still supported cell proliferation as effectively as ectopic WT NELFB upon rapid depletion of endogenous NELFB (Fig. 2*J*). Taken together, these data clearly show that NELFB-dependent Pol II pausing and cell proliferation are functionally separable.

### NELFB-dependent transcriptome does not entirely depend on NELF chromatin binding or NELF-mediated Pol II pausing at TSS

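RNA-seq was done on 15 single clones of Nelfb f/- MEFs in which Cre had deleted the remaining Nelfb allele, with 3 clones in each of 5 groups. By the labels of the samples, 3 groups carried WT NELFB, MT194 or MT486 in the pLenti vector, and the other groups carried WT NELFB, labelled WT(N48), or Δ-C60 in the pBabe vector. Nelfb mRNA differed widely among the clones. It reached 10.3, 109 and 15.5 CPM in pLenti WT clones 1, 2 and 3, and 241, 127 and 56.3 in WT(N48) clones 1, 2 and 3. Nelfb stood at 147 to 216 CPM in the MT194 clones, 135 to 180 in the MT486 clones and 208 to 247 in the Δ-C60 clones. The libraries were made from polyadenylated RNA and sequenced as single reads of 50 bp. The authors aligned the reads to mm10 with Bowtie2, skipped alignments with a mapping quality under 30 and counted reads per gene with HTSeq. The deposited values are these whole-number counts for each clone. Gene counts per library ran from 18413284 to 23603226 (median 18695572) in the pLenti WT clones, from 19313672 to 20933014 (median 19552136) in the MT194 clones and from 19877145 to 22770765 (median 20350422) in the MT486 clones. They ran from 20296206 to 27816723 (median 21092518) in the WT(N48) clones and from 23946987 to 27365670 (median 26636036) in the Δ-C60 clones. All 15 libraries were normalized by TMM and fitted together with edgeR's quasi-likelihood test over 13223 genes that passed its filter on low counts. MT486 clones 1 and 2 differed less than any other pair of clones within a group, with a chi-square per gene of 5.06 against 32.4 to 349. They may not be independent clones. Summing their counts lowered the numbers of genes called for Δ-C60, MT194 and WT(N48) against the pLenti WT clones. In counts simulated at this depth and spread, the comparison of the Δ-C60 with the WT(N48) clones recovered 15% of genes changed by a log2 fold change of 1 and 74% of genes changed by 2, with 4 false calls.

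**Figure D1:**
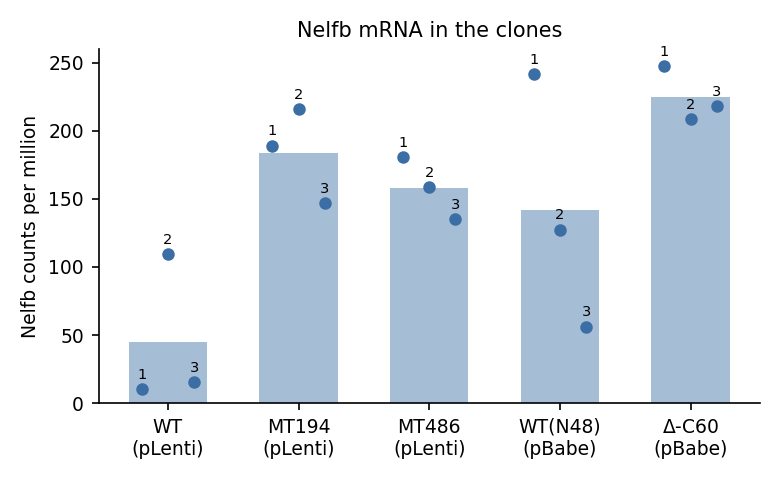
Nelfb CPM (y axis) in the 5 groups of clones (x axis), with bars for the mean of 3 clones and numbered points for single clones. pLenti WT clones 1 and 3, at 10.3 and 15.5, lie below every other clone, and the next lowest is WT(N48) clone 3 at 56.3.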

Given the well-documented role of NELFB in transcriptional regulation, we asked to what extent the separation-of-function MTs could support NELFB-dependent transcriptome. 

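In the Δ-C60 clones, no gene passed the test for a difference from the WT(N48) clones (n = 3 each). The edgeR test called 0 of 13223 genes at an adjusted p under 0.05, 1540 genes had an unadjusted p under 0.05, and DESeq2 called 141 genes higher and 94 lower in Δ-C60. Targets of SRF and YAP, which encode proteins of the cytoskeleton and matrix, had a median log2 fold change of 1.10 in Δ-C60. None of these 20 genes passed over all genes, and 7 were higher when adjusted over the list alone (camera adjusted p = 1.2e-05, and adjusted p = 0.64 with an estimated correlation). Subunits of respiratory complex I had a median of −0.21 (camera adjusted p = 0.0012, and adjusted p = 0.64 with an estimated correlation), and enzymes of steroid biosynthesis a median of −0.12 (camera adjusted p = 0.47). Against the pLenti WT clones, the other set of WT clones, Δ-C60 had 680 genes higher and 428 lower. Insig1, a sterol-regulated retention factor of SREBP, was higher at 91.0 ± 5.94 CPM (SD, n = 3) against 27.3 ± 1.29 (SD, n = 3). Fdps, the farnesyl diphosphate synthase, had a log2 fold change of 1.60 (standard error 0.27, adjusted p = 0.0081). Sulf1, an extracellular heparan sulfatase, was also higher (7.77, standard error 1.54, adjusted p = 0.016), and Hp, the haptoglobin of the acute phase, was lower (−5.71, standard error 1.21, adjusted p = 0.019). Of 14 enzymes of steroid biosynthesis 6 were higher and none lower (7 higher when adjusted over the list alone), with a median of 0.82 (camera adjusted p = 0.00017, and adjusted p = 0.28 with an estimated correlation). Insig1 and Fdps were not particular to Δ-C60. The WT(N48) clones lay above the pLenti WT clones by 2.21 for Insig1 (edgeR adjusted p = 0.0088) and 1.79 for Fdps (0.011). Against WT(N48), Δ-C60 had −0.47 and −0.20 (edgeR adjusted p = 0.57 and 0.82). Without Δ-C60 clone 2, edgeR called 313 genes against the WT(N48) clones and 1791 against the pLenti WT clones. Without pLenti WT clone 1, 2 or 3 the latter count was 100, 362 or 142. The paper's text does not name which set of WT clones its comparison used.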

Surprisingly, our initial transcriptomic study showed little difference between stable clones of WT NELFB *versus* Δ-C60–expressing MEFs (Fig. S3*K*), despite the lack of NELF chromatin binding and the compromised Pol II occupancy in Δ-C60–expressing KO cells (Fig. 2). 

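Cre lowered Nelfb mRNA from 42.8 ± 4.65 to 6.72 ± 1.78 CPM (SD, n = 2 libraries each) in Nelfb f/- MEFs that carried the empty vector (EV), a log2 fold change of −2.67 (standard error 0.22, adjusted p = 2.5e-05 from edgeR). Nelfb lies on chromosome 2 of GRCm38 from 25199712 to 25211489. With ectopic WT, Nelfb stood at 90.1 ± 10.4 CPM with GFP and 68.2 ± 10.8 with Cre (adjusted p = 0.82). It stood at 68.1 ± 8.39 with GFP and 111 ± 10.4 with Cre in the MT194 populations (adjusted p = 0.064, and 0.0030 with the replicate number as a block), and at 85.7 ± 10.1 and 122 ± 8.40 in the MT486 populations (adjusted p = 0.23, and 0.024 with the block). The genes of the other NELF subunits did not pass the test in the EV populations, with log2 fold changes of −0.13 for Nelfa (adjusted p = 0.75), 0.13 for Nelfcd (0.64) and −0.25 for Nelfe (0.57). The RNA-seq covered populations that stably expressed EV, WT, MT194, MT486 or a double mutant of both interfaces (DMT), each infected with adenovirus for Cre or, as the control, GFP, with 2 libraries in each of 10 groups. The paper does not report on the DMT libraries. Gene counts in replicates 1 and 2 were 21011317 and 22894317 for EV with Cre, 19516749 and 22083113 for EV with GFP, 22704317 and 21151468 for WT with Cre, and 18659036 and 22716417 for WT with GFP. For MT194 they were 24644148 and 24873566 with Cre and 19785547 and 21081146 with GFP, and for MT486 20175394 and 23819233 with Cre and 19150051 and 18205049 with GFP. The DMT libraries held 23942142 and 27726070 counts with Cre and 17969149 and 29080007 with GFP. Sequencing, alignment and counting were those of the clones, and all 20 libraries were fitted together over 13805 genes. Libraries with the same replicate number deviated together, so that a second fit took this number as a block, and its values stand beside those it changes. In simulated counts, Cre against GFP within one construct recovered 37% of genes changed by a log2 fold change of 1 and 83% of genes changed by 2, whereas a difference of 1 or 2 between the effects of Cre in 2 constructs was recovered for 5% or 55% of genes.

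**Figure D2:**
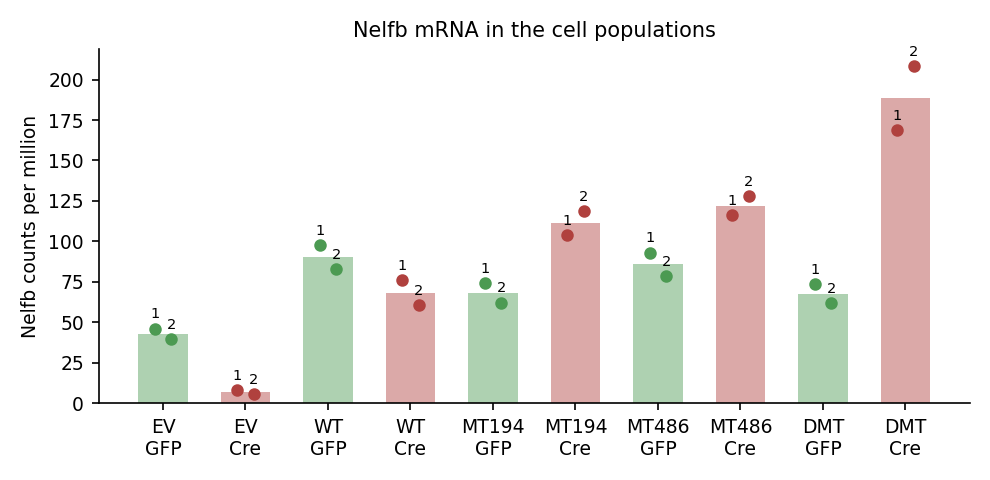
Nelfb CPM (y axis) in the 10 groups of populations (x axis), with bars for the mean of 2 libraries and numbered points for the replicates. EV with Cre has the lowest mean, at 6.72, and every group with an ectopic construct lies above EV with GFP at 42.8.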

To validate this finding with additional NELFB MTs and mitigate possible compensatory effects in stable clones, we performed RNA-seq using KO cell populations 7 days after Cre-mediated deletion of endogenous *Nelfb* (Fig. 1*D*). 

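The enzymes that make cholesterol fell together when Cre was given to the EV populations (n = 2 libraries with Cre and 2 with GFP). Of 14 enzymes from squalene to cholesterol 12 fell and none rose, also when adjusted over the list alone, with a median log2 fold change of −2.73. Nsdhl, a sterol dehydrogenase, fell from 134 ± 21.4 to 11.7 ± 0.0909 CPM (SD, n = 2), a log2 fold change of −3.51 (standard error 0.19, adjusted p = 1.5e-06 from edgeR), and the lanosterol synthase Lss had −2.77 (adjusted p = 3.5e-05). Of 9 enzymes of the mevalonate pathway 8 fell, among them Fdps at −3.69 (standard error 0.42, adjusted p = 0.00018). Of 8 sterol-responsive regulators and uptake genes 5 fell, with −2.07 for Srebf2 (adjusted p = 0.00029). In fatty acid synthesis 9 of 16 genes fell (10 when adjusted over the list alone), with −2.93 for the desaturase gene Scd1 (adjusted p = 2.5e-05) and −1.33 for Fasn. The camera test gave adjusted p = 1.2e-16 for the steroid list, 1.0e-10 for mevalonate and 1.0e-09 for fatty acid synthesis (adjusted p = 0.045, 0.069 and 0.045 with an estimated correlation). Medians in the respiratory chain were closer to 0. Of 35 subunits of complex I 7 fell and none rose (8 when adjusted over the list alone, 21 with the block), with a median of −0.32 and −0.99 for Ndufb11 (adjusted p = 0.00037). Of 40 subunits of complexes II to V 9 fell (10 when adjusted over the list alone, 27 with the block), with a median of −0.45 and −0.67 for Cox5b of cytochrome c oxidase (adjusted p = 0.0048). Of 26 genes of the tricarboxylic acid cycle 8 fell (10 when adjusted over the list alone, 20 with the block), with a median of −0.51. These included Idh1 at −2.27 (adjusted p = 0.0019) and Acly at −1.20 (adjusted p = 0.0025), whose enzymes work in the cytosol, and the mitochondrial Idh3g at −0.61. The camera adjusted p was 2.3e-06, 5.8e-07 and 3.8e-07 for these lists, against adjusted p = 0.36, 0.32 and 0.22 with an estimated correlation. Of 16 glycolytic genes 6 rose and 2 fell (9 and 2 when adjusted over the list alone, 12 and 2 with the block), with 0.72 for the hexokinase gene Hk2 (adjusted p = 0.0012) and −1.30 for Ldhb. Over all genes 887 rose and 904 fell (2930 and 3005 with the block), and 453 and 447 of these changed by a log2 fold change over 1. The total of 1791 was 1064 or 735 without EV-Cre replicate 1 or 2, 959 or 828 without EV-GFP replicate 1 or 2, and 239 when these 4 libraries were fitted alone.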

Consistent with previous studies (17, 18, 25), *Nelfb* KO cells displayed reduced expression of genes involved in metabolic pathways, including oxidative phosphorylation, the tricarboxylic cycle, and steroid biosynthesis (Fig. S4*A*). As expected, ectopic NELF WT in KO cells rescued expression of most KO-affected genes (compare Figs. 3, *A* and *B*, S4*B*, and Tables S2–S5, 98.4%). 

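In populations with ectopic WT, edgeR called 3 genes higher and none lower with Cre (n = 2 libraries each), against 325 higher and 450 lower with the block and 26 higher and 47 lower by DESeq2. Acta2, the smooth muscle actin, rose by a log2 fold change of 1.77 (standard error 0.22, adjusted p = 0.015 from edgeR). The others were Cnn1, a calponin that binds actin, at 1.84 (standard error 0.26, adjusted p = 0.038), and Sprr1a, a protein of the cornified envelope, at 1.77 (standard error 0.20, adjusted p = 0.011). Cnn1 and Sprr1a were chosen after their values were seen. None of the 14 enzymes of steroid biosynthesis passed over all genes with ectopic WT, and 5 were lower when adjusted over the list alone (5 with the block), with a median of −0.49 (camera adjusted p = 7.0e-08, and adjusted p = 0.21 with an estimated correlation). The difference between the effects of Cre in the WT and EV populations was tested as an interaction, which called 55 genes upward and 39 downward (1293 and 1095 with the block, and 222 and 206 by DESeq2). Among them were Nsdhl, at a difference of 2.80 (standard error 0.25, adjusted p = 0.00063), the flavin monooxygenase gene Fmo1 at 2.92 (standard error 0.31, adjusted p = 0.0021). The endothelial lipase gene Lipg had 3.95 (standard error 0.60, adjusted p = 0.012). The difference for Ctgf, a matricellular growth factor, was −2.04 (adjusted p = 0.17, and 0.014 with the block). Of the 900 genes that changed in EV by a log2 fold change over 1, 3 were still called in the same direction with ectopic WT. This gives 99.7% restored, both gene by gene and from the ratio of the counts (93.8% and 91.1% with the block). Lost calls do not by themselves show full restoration. The 453 genes that rose in EV kept a median of 0.42 with ectopic WT, against 1.61 in EV. For 83 of the 900, or 9.22%, the interaction was itself called toward 0 (52.8% with the block). An unadjusted p under 0.05 was found for 859 genes, and the count of 3 was 0 or 1 without any of the 4 WT libraries. The count of 94 for the interaction was 23 and 18 without EV-Cre replicates 1 and 2, 40 and 16 without EV-GFP replicates 1 and 2, 19 and 6 without WT-Cre replicates 1 and 2, and 5 and 29 without WT-GFP replicates 1 and 2.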

Despite their deficiency in binding to other NELF subunits and Pol II pausing, MT194 and MT486 MTs were capable of partially supporting transcription of NELFB-regulated genes (Figs. 3, *C* and *D*, S4*B* and Tables S2–S5, 67.9% and 78.5%, respectively). 

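With MT194 and MT486, the genes of cholesterol synthesis still fell after Cre, by less than in EV in the fitted values (n = 2 libraries each). Of 14 enzymes of steroid biosynthesis 10 fell and none rose with MT194 (12 when adjusted over the list alone), and 10 fell with MT486 (11 when adjusted over the list alone, with a median log2 fold change of −1.65). The camera adjusted p was 9.3e-19 and 2.3e-19, and adjusted p = 0.038 and 0.031 with an estimated correlation. Fdps fell by 2.59 (standard error 0.40, adjusted p = 0.0031 from edgeR) with MT194 and by 2.00 (standard error 0.39, adjusted p = 0.017) with MT486. Fasn, the fatty acid synthase, fell by 1.09 (adjusted p = 0.0026) and 0.87 (adjusted p = 0.013). Ctgf rose by 3.04 (adjusted p = 0.0026) and 3.21 (adjusted p = 0.0030). Slc7a11, the cystine transporter gene of glutathione synthesis, which rose by 3.27 in EV (standard error 0.49, adjusted p = 0.00094), stood at 0.36 with MT194 (adjusted p = 0.82) and at 1.56 with MT486 (adjusted p = 0.11, and 0.0048 with the block). The cell cycle inhibitor gene Cdkn1a stood at 0.53 with MT194 (adjusted p = 0.43) and 1.24 with MT486 (adjusted p = 0.052, and 0.0050 with the block). No subunit of the respiratory complexes passed with either mutant (8 of complex I and 14 of complexes II to V fell with MT194 under the block, and 5 and 5 with MT486). In all, 268 genes rose and 352 fell with MT194 (1776 and 1911 with the block, 503 and 572 by DESeq2), and 161 rose and 189 fell with MT486 (1494 and 1710 with the block, 394 and 459 by DESeq2). At a log2 fold change over 1 there were 343 genes with MT194 and 201 with MT486, against 900 in EV, so that the ratio of the counts gave 61.9% and 77.7% restored (44.6% and 56.4% with the block). Gene by gene, 68.3% and 80.3% of the 900 genes were no longer called in the same direction. A lost call is not restoration by itself, since only 37% of genes changed by 1 were recovered in simulated counts. With DMT 38.0% were no longer called, although the 453 genes that rose in EV kept a median of 1.35 against 1.61 in EV. The difference from the effect of Cre in EV, tested as an interaction, was called for a single gene with each mutant, Nelfb itself, at 3.38 (standard error 0.29, adjusted p = 0.00045) with MT194 and 3.18 (standard error 0.29, adjusted p = 0.00089) with MT486. The constructs supply Nelfb mRNA, so this call shows no rescue of another gene. An unadjusted p under 0.05 was found for 444 and 715 genes, DESeq2 called 18 and 38, and the fit with the block 137 and 409. With the block, Nsdhl (adjusted p = 0.017 and 0.0038) and Gsta4, a glutathione transferase gene (adjusted p = 0.0042 and 0.0031), were among the genes called. The count of 620 genes with MT194 was 294, 287, 189 and 272 without MT194-Cre replicate 1, MT194-Cre replicate 2, MT194-GFP replicate 1 and MT194-GFP replicate 2, and that of 350 genes with MT486 was 76, 78, 112 and 128 without the corresponding MT486 libraries. When the 4 libraries of a construct were fitted alone, 0 genes were called with MT194 and 5 with MT486. The ratio for MT194 ran from 34.1% without EV-Cre replicate 2 to 83.1% without MT194-GFP replicate 1.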

In further support, Gene Set Enrichment Analysis indicates that both ectopic WT and MT NELFB proteins are capable of supporting NELFB-upregulated and NELFB-downregulated pathways (Figs. 3, *E*–*G* and S4, *C* and *D*). 

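In cells given Cre, part of the genes of mitosis and most enzymes of sterol synthesis were higher with ectopic WT than with EV, and part of the immediate-early and NRF2 target genes were lower (n = 2 libraries each). None of these lists passed camera with an estimated correlation. Of 34 genes of G2 and mitosis 20 were higher and none lower (31 when adjusted over the list alone, 32 with the block), with a median log2 fold change of 1.41, and Bub1b of the spindle checkpoint had 1.75 (standard error 0.36, adjusted p = 0.011 from edgeR). Few of these mitotic genes had passed as lower with Cre against GFP in EV itself, and none when adjusted over the list alone, though the block called more. Of 14 enzymes of steroid biosynthesis 11 were higher (12 when adjusted over the list alone), with a median of 2.04, and of 9 of the mevalonate pathway 8 were higher. Insig1 was higher by 2.81 (standard error 0.26, adjusted p = 0.00013). Of the genes of complex I, of complexes II to V and of the tricarboxylic acid cycle, 6 of 35, 6 of 40 and 7 of 26 were higher (10, 8 and 7 when adjusted over the list alone, and 24, 32 and 20 with the block). Of 30 immediate-early genes 14 were lower (18 when adjusted over the list alone), with −1.35 for the growth regulator gene Myc (standard error 0.15, adjusted p = 0.00042). Of 17 NRF2 target and glutathione genes 8 were lower (10 when adjusted over the list alone, 13 with the block), with −1.96 for the heme oxygenase gene Hmox1 (adjusted p = 0.0028). With MT194 and with MT486, 2 of the 14 steroid enzymes passed, among them Nsdhl at 1.19 and 1.14 (adjusted p = 0.027 and 0.021). When adjusted over the list alone 7 and 8 of the steroid enzymes were higher (9 and 11 with the block), with medians of 0.60 and 0.62. Gsta4 was lower at −2.42 (adjusted p = 0.0039) and −2.37 (adjusted p = 0.0092). No mitotic gene passed over all genes with either mutant, and 29 with MT194 and 31 with MT486 were higher when adjusted over the list alone (6 and 30 with the block), with medians of 1.07 and 1.33. No gene of the respiratory complexes or the tricarboxylic acid cycle passed with a mutant, while the block called 13, 12 and 9 higher with MT194 and 9, 14 and 5 with MT486. Of the 34 lists with enough genes measured in the populations, camera called 17 with WT, 19 with MT194 and 15 with MT486, and 0 of each with an estimated correlation, where the steroid list had adjusted p = 0.064, 0.084 and 0.13 and the mitotic list adjusted p = 0.26, 0.15 and 0.18. With DMT camera called 16 lists, although edgeR called a single gene, Nelfb, against EV. The number of lists thus does not measure the degree of rescue. Over all genes, 573 were higher and 532 lower with WT, 11 and 20 with MT194, and 25 and 25 with MT486 (2802 and 2729, 980 and 822, and 1319 and 1151 with the block). Leaving out EV-Cre replicate 1, EV-Cre replicate 2, or replicate 1 or 2 of the construct with Cre gave 670, 224, 224 and 173 genes for WT, 4, 4, 4 and 1 for MT194, and 1, 7, 1 and 1 for MT486.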

Of note, neither MT194 nor MT486 MTs displayed any obvious preference in transcriptional rescue toward NELFB-bound genes in *Nelfb* KO MEFs (Fig. 3*H*), which is consistent with the lack of chromatin binding for MT194 (Fig. S3*F*). These data strongly suggest that NELFB-dependent transcriptome in MEFs does not entirely depend on the integrity of NELF complex, NELF chromatin binding, or Pol II pausing at TSS.

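Across the genes that changed in EV, Cre moved the populations with MT194 and MT486 in the same direction as EV and by less. The 453 genes that rose in EV by a log2 fold change over 1 had a median of 1.61 in EV (quartiles 1.29 to 2.24), 1.06 with MT194 (0.67 to 1.53), 0.91 with MT486 (0.56 to 1.39) and 0.42 with ectopic WT (0.12 to 0.72). The 447 genes that fell had a median of −1.58 in EV, −1.07 with MT194, −0.90 with MT486 and −0.45 with ectopic WT. The sign was that of EV for 98.4% of the 900 genes with MT194, 96.8% with MT486 and 87.7% with WT. Because the genes were chosen on the EV libraries, the EV medians are raised by that choice. As both EV replicates entered the choice, it can also raise the EV value of the slope on the EV replicate of the other number. For replicates 1 and 2 this slope was 0.87 and 1.07 within EV, 0.61 and 0.68 with MT194, 0.51 and 0.61 with MT486, and 0.22 and 0.31 with WT. Acta2 rose in EV and with both mutants, at 2.93 in EV (standard error 0.23, adjusted p = 2.0e-05 from edgeR), 2.73 with MT194 (standard error 0.23, adjusted p = 7.0e-05) and 3.60 with MT486 (standard error 0.24, adjusted p = 1.6e-05). Fmo1 had −3.90 in EV (standard error 0.24, adjusted p = 2.7e-06), −2.41 with MT194 (standard error 0.22, adjusted p = 0.00013) and −2.05 with MT486 (standard error 0.21, adjusted p = 0.00061). Gsta4, which rose by 2.75 in EV (standard error 0.29, adjusted p = 8.7e-05), stood at 0.23 with MT194 (adjusted p = 0.80) and 0.14 with MT486 (adjusted p = 0.92). No gene passed the interaction that compares the effect of Cre in a mutant with that in WT. The edgeR test called 0 genes for MT194 and for MT486, where 615 and 260 genes had an unadjusted p under 0.05, DESeq2 called 67 and 4, and the fit with the block 378 and 32. The paper draws on the partial rescue by mutants deficient in binding other NELF subunits and in Pol II pausing, and on gene set enrichment. It also draws on the lack of a preference for NELFB-bound genes and on how little its WT and Δ-C60 clones differed. From these it proposes that the part of the transcriptome under NELFB does not wholly require an intact NELF complex, its chromatin binding or pausing at the TSS.

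**Figure D3:**
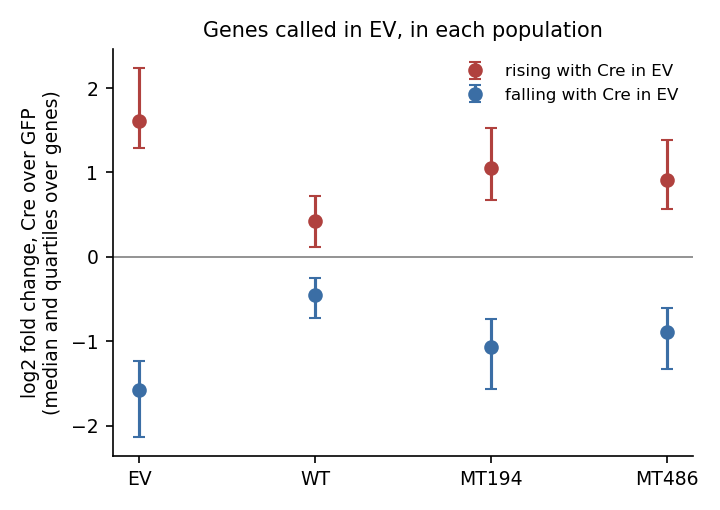
Log2 fold change of Cre against GFP (y axis) of the genes that rose (453) or fell (447) in EV by more than 1, in the EV, WT, MT194 and MT486 populations (x axis), with points for the median and lines for the quartiles over genes. The medians of the rising genes are 1.61, 0.42, 1.06 and 0.91 in that order.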

**Figure 3:**
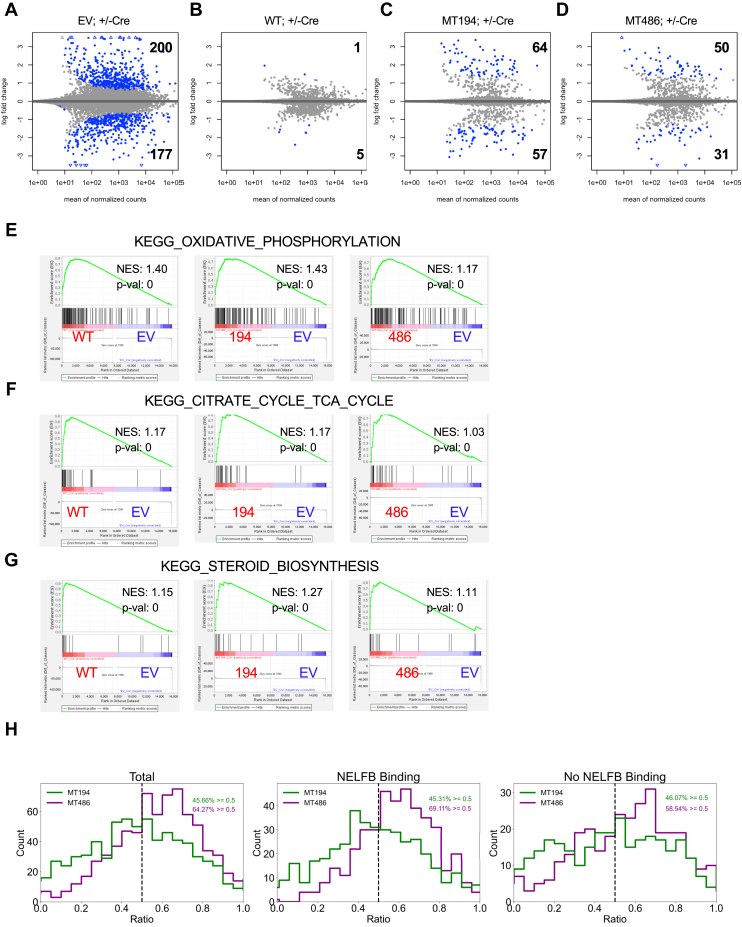
**NELFB-dependent transcriptome does not entirely depend on NELF chromatin binding or Pol II pausing at TSS.***A*–*D*, MA plots that compare RNA-seq of *Nelfb^f/-^* cells ± Cre treatment, with stable expression of EV (*A*), WT (*B*), MT194 (*C*), and MT486 (*D*). Genes with significant changes are indicated in *blue*, and the total gene numbers in both directions are shown for each pair of ± Cre conditions. RNA-seq was performed using two independent experiments. *E*–*G*, Gene Set Enrichment Analysis (GSEA) comparing ectopic WT, MT194, or MT486 with EV in NELFB-depleted cells. *H*, ability of the individual NELFB mutants to restore NELFB-dependent transcription of NELFB-bound (NELFB binding) and NELFB-unbound genes (no NELFB binding). For each individual gene whose transcription is dependent on NELFB, the restoration by EV and WT NELFB was set in *x*-axis as ratio 0 and 1, respectively. The counts of gene numbers in each interval are indicated as values on *y*-axis. Genes restored by MT194 and MT486 are indicated by *green and purple colors*, respectively. The percentages of genes that were restored over 50% (0.5) by either mutant were indicated in each graph. EV, empty vector; NELF, negative elongation factor.

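The gene rescue capability (GRC), the log2 fold change of a mutant over EV divided by that of WT over EV, all with Cre, was computed for 869 genes. Of these, 425 rose when Nelfb was deleted in EV and were lower with ectopic WT, and 444 fell and were higher with ectopic WT. The EV libraries with Cre enter both comparisons, with opposite sign, so their noise alone adds to these counts. MT194 reached a GRC of 0.5 or more for 319 genes, or 36.7% (95% Wilson interval over genes 33.6 to 40.0), with a median of 0.43. MT486 reached it for 480 genes, or 55.2% (51.9 to 58.5), with a median of 0.52. Genes are not independent replicates, so these intervals cover only the count of genes. Simulated MT194 counts without any rescue put 6.61% of genes at 0.5 or more (5.77 to 7.92 over 20 draws), and full rescue put 96.6% there (95.8 to 97.5). These draws held a mean of 814 and 820 genes, and MT486 was not simulated. Simulated libraries varied independently, without the deviations that libraries of one replicate number shared, and only the groups that enter the GRC were fitted. The ranges over draws therefore leave out part of the variation between libraries. When each construct's own effect of Cre against GFP was used, the shares were 42.7% and 70.9%. Without WT-Cre replicate 2 the share for MT194 was 29.2%, and without EV-Cre replicate 1 it was 51.3%, while that for MT486 was 44.8% without MT486-Cre replicate 1 and 68.7% without EV-Cre replicate 1. The ChIP-seq data that part NELFB-bound from unbound genes were not among the files used here, so all genes stand together.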

### NELFC binding–deficient MTs of NELFB are retained in the cytoplasm

Our data so far suggest a nongenomic function of NELFB. In support, super resolution 3D–structured illumination microscopy imaging showed that while WT NELFB was mainly present in the nucleus, a fraction of it was also detectable in the cytoplasm (Fig. 4*A* and Movie S1). By microscopy and/or biochemical fractionation, we also found that unlike WT, NELFB MTs defective in NELFC binding (MT183 and MT194) were mainly localized in the cytoplasm (Fig. 4, *B* and *C*). In contrast, MT486, which retained binding to NELFC and chromatin, was predominantly localized in the nucleus (Fig. 4*B*). Despite their subcellular mis-localization, the cytoplasmic MTs (MT183 and MT194) were competent in supporting cell proliferation (Figs. 1*E* and S5*A*). This is consistent with the notion that the Pol II pausing function of nuclear NELFB is not absolutely required for NELFB-dependent cell proliferation.

**Figure 4:**
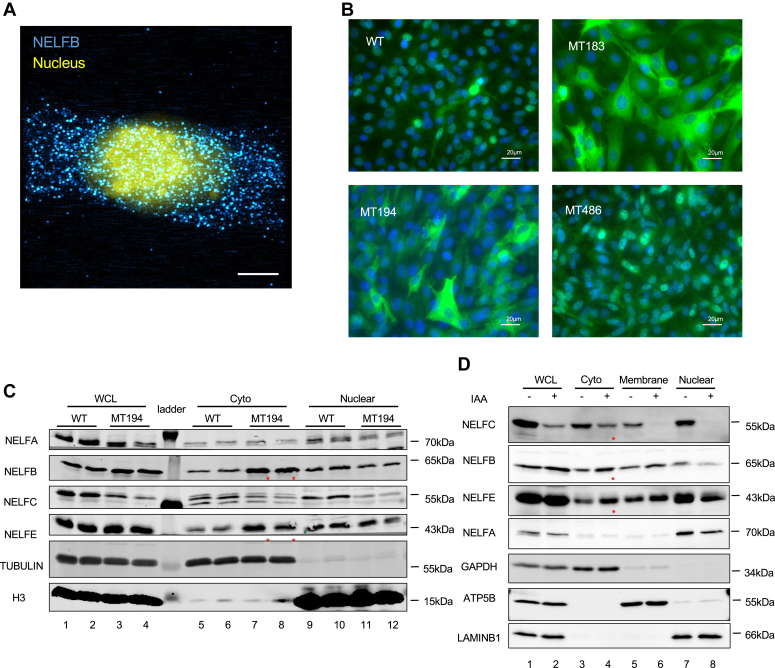
**NELFC binding-deficient mutants of NELFB are retained in the cytoplasm**. *A*, Super-resolution 3D structured illumination microscopy-based immunofluorescence image of NELFB (*blue*) and DAPI (*yellow*) in WT cells. Representative images from three independent repeats were shown. The scale bar represents 20 μm. *B*, immunofluorescent staining of NELFB and DAPI in WT, MT183, MT194, and MT486 cells. Representative images from three independent repeats were shown. The scale bar represents 20 μm. *C*, Western blotting of different NELF subunits in ectopic WT and MT194 clones. Tubulin and H3 are used as markers for cytosol and nuclear fractions, respectively. Two independent clones for each cell line were used and the experiments were done with two independent repeats. *Asterisks* indicate elevated levels of cytoplasmic NELFB and NELFE in MT194 cell clones. *D*, Western blotting of NELF subunits in NELFC-AID cells, following treatment of PBS or 0.5 mM IAA for 6 h. GAPDH, ATP5B, and LAMIN B1 were used as markers for cytosol, membrane, and nuclear fractions, respectively. Representative result is shown from three independent biological repeats. *Asterisks* indicate elevated levels of cytoplasmic NELFB and NELFE, despite the reduction of cytoplasmic NELFC. AID, auxin-induced protein degradation; DAPI, 4′,6-diamidino-2-phenylindole; IAA, indole-3-acetic acid; NELF, negative elongation factor.

Compared to their WT counterparts, MT194-expressing MEFs displayed enriched cytoplasmic NELFE, but not NELFA or NELFC (Fig. 4*C*). Because MT194 lacks NELFC binding but still binds to NELFE, we hypothesized that NELFC could be responsible for nuclear retention of the NELFB-E subcomplex. To test this, we established a NELFC-AID cell line that can be induced for rapid NELFC degradation (Fig. S5*B*). Acute NELFC depletion led to accumulation of cytoplasmic NELFB and NELFE and concurrent reduction of their nuclear pools (Fig. 4*D*). The effect of NELFC depletion on stabilizing NELFB persisted 3 days after incubation with auxin (Fig. S5*C*). These data strongly suggest that NELFC is required for nuclear recruitment and/or retention of NELFB-E. However, cytoplasmic NELFB is likely sufficient to support cell proliferation.

### NELFB is physically and functionally associated with signaling molecules

Recent work demonstrates that co-expression of genes is informative for functional interactions (42). The top 1000 genes that display a positive correlation in expression with NELFB are enriched with players in RNA metabolism–related pathways, including mRNA splicing and RNA transport (Table S6). In addition, significantly enriched genes also include those involved in several important signaling pathways such as neurotrophin, AMP-activated protein kinase, T cell recepto, insulin, ErbB, sphingolipid, tumor necrosis factor, hypoxia-inducible factor-1, and mammalian target of rapamycin signaling pathways (Table S6). Because our data suggest that the progrowth function of NELFB is independent of the NELF complex, we focus on the 190 genes that exhibit positive correlation uniquely with NELFB, but not the other NELF subunits (Fig. 5*A*). These NELFB-specific co-expressing genes are enriched in endocytosis, neurotrophin, and ErbB signaling pathways (Fig. 5*B* and Table S7). For example, NELFB expression is positively correlated with a few of prosurvival signaling molecules, including PDPK1, AKT1/2, mammalian target of rapamycin, RPTOR, TSC1 in the PI3K/PDK1/AKT/mammalian target of rapamycin pathway, and RAF1, MAP2K7, MAPK1 in the RAF/MEK/MAPK pathway (Figs. 5*C* and S6, *A*–*C*). Based on a functional prediction method from GeneMANIA (43), these molecules are predicted to have physical and/or genetic interactions among themselves (Fig. S6*D*). Using apurinic/apyrimidinic endodeoxyribonuclease 2 (APEX2)-mediated proximity labeling (44), we detected proximal association of NELFB with a few of the signaling molecules *in situ*, including PI3Kα and AKT (Figs. 5*D* and S7*A*). Consistent with our co-IP result, NELF MTs defective in NELFC binding and mis-localized in the cytoplasm (MT144 and MT194) did not exhibit proximity with NELFA, NELFC, or Pol II (Fig. 5*E*). However, the same MTs retained the physical proximity with PI3Kα and AKT (Fig. 5*E*). Thus, our results strongly suggest that NELFB’s association with signaling molecules can be uncoupled from its interactions with its known nuclear partners involved in Pol II pausing.

**Figure 5:**
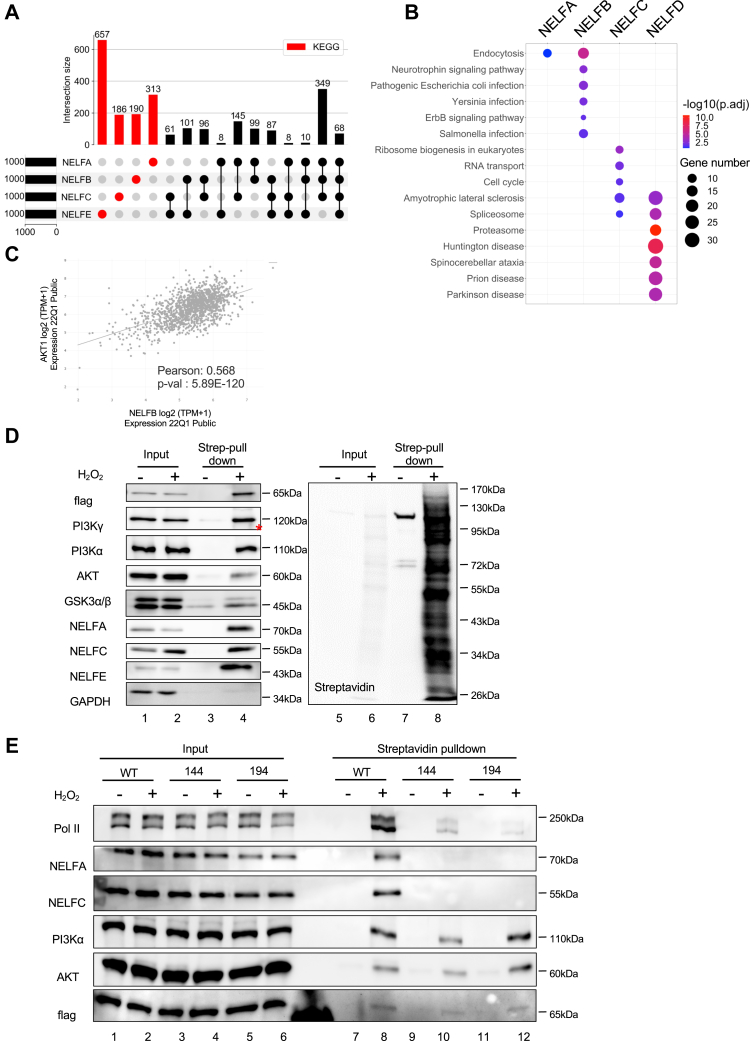
**NELFB is physically associated with signaling molecules.***A*, *UpSet plot* showing the overlapping coexpressing genes for individual NELF subunits. The top 1000 coexpressing genes were generated from DepMap Project Expression 22Q1 Data including 1393 cell lines. The *red color* highlights groups of nonoverlapping coexpressing genes that are unique to each NELF subunit. *B*, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment for nonoverlapping coexpressing genes that are unique to each NELF subunit in (*A*). The number of enriched genes is shown with different sizes and the *p*-value of the enrichment indicated with different colors. *C*, *correlation plot* presenting the relationship between AKT1 and NELFB expression for each cell line in DepMap Data Expression 22Q1 Public (a total of 1393 cell lines). The regression line with Pearson of 0.568 is shown. *D*, a stable cell line with C-terminal APEX2-tagged NELFB was used for proximity labeling. Input and pull-down lysate by streptavidin conjugated beads were analyzed by Western blotting for signaling molecules and NELF subunits. The blot was also probed with streptavidin to show the overall enrichment of biotinylated protein. Control cells were not treated with 1 mM H_2_O_2_. Representative results are shown from three independent repeats. The band of pull-down lane in PI3Kγ plot is indicated by an *asterisk*. *E*, stable NELFB–AID cell lines with C-terminal APEX2-tagged WT, MT144, or MT194 NELFB were used for proximity labeling. NELFB-AID protein was degraded by IAA for 2 h before the labeling experiment. Input and pull-down lysate by streptavidin conjugated beads were analyzed by Western blotting. Representative results come from three independent repeats. AID, auxin-induced protein degradation; APEX2, apurinic/apyrimidinic endodeoxyribonuclease 2; IAA, indole-3-acetic acid; NELF, negative elongation factor; PI3K, phosphatidylinositol-3-kinase.

To determine whether NELFB has any influence on the activity of these signaling molecules, we compared the phosphorylation status of several key signaling molecules in *Nelfb* WT and Cre/loxP-induced KO cells. There was a significant reduction in p-AKT, p-MEK1/2, and p-ERK1/2 in KO cells *versus* WT (Fig. 6, *A*–*D*). Notably, NELFB depletion did not affect either mRNA or total protein levels of these signaling molecules (Figs. 6*A* and S7*B*), thus ruling out a direct role of NELFB in transcriptional regulation of these genes. 

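Of 10 genes of the PI3K/AKT and MEK/ERK pathways whose tracks Fig. S7B shows, 2 rose and none fell when Cre was given to the EV populations (n = 2 libraries each), both over all genes and adjusted over the list alone. Map2k1, which encodes MEK1 and lies on chromosome 9 of GRCm38 from 64185770 to 64253631, stood at 177 CPM with Cre and 90.0 with GFP, a log2 fold change of 0.97 (standard error 0.26, adjusted p = 0.026 from edgeR). Pik3cb, for a catalytic subunit of PI3K, on chromosome 9 from 99036654 to 99140621, stood at 40.0 and 23.9, a log2 fold change of 0.74 (standard error 0.16, adjusted p = 0.0086). The other genes did not pass. Akt1 had a log2 fold change of 0.23 (adjusted p = 0.54), Map2k2 −0.15 (0.72) and Mapk3, for ERK1, −0.11 (0.86). Pik3ca had 0.14 (adjusted p = 0.66) and Pdpk1 0.20 (0.41). With the replicate number as a block 5 genes passed, with Akt1 (adjusted p = 0.032) and Pdpk1 (0.022) among those added. A single gene passed without EV-Cre replicate 1 or without EV-Cre replicate 2, and 0 genes without EV-GFP replicate 2 or when the 4 EV libraries were fitted alone. The paper's text does not name the libraries behind the tracks, and these values come from the populations.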

Using the AID-based rapid degradation system, we found that reduction in phosphorylation of these signaling proteins occurred as early as 2 h after NELFB depletion (lanes 1–5, Fig. 6*E*). In contrast, rapid NELFC depletion resulted in increases in the phosphorylation intensity (lane 6–10, Fig. 6*E*), likely due to increased cytoplasmic retention of NELFB (Fig. 4*D*). Despite their differential effects on the signaling molecules, both NELFB and NELFC depletion showed similar reduction of Pol II occupancy at TSS and GB (Figs. 6, *F* and *G* and S7*C*). A similar effect of rapid NELFB degradation on p-AKT was observed in human cells (Figs. 6*H* and S1*D*). Lastly, we found that both WT NELFB and MT194, a MT predominantly retained in the cytoplasm, were capable of rescuing phosphorylation of these signaling molecules in *Nelfb* KO MEFs (Fig. 6*I*). Thus, our data strongly suggest physical and functional interactions between cytoplasmic NELFB and several progrowth signaling kinases, which can be genetically separable from the NELF nuclear function.

**Figure 6:**
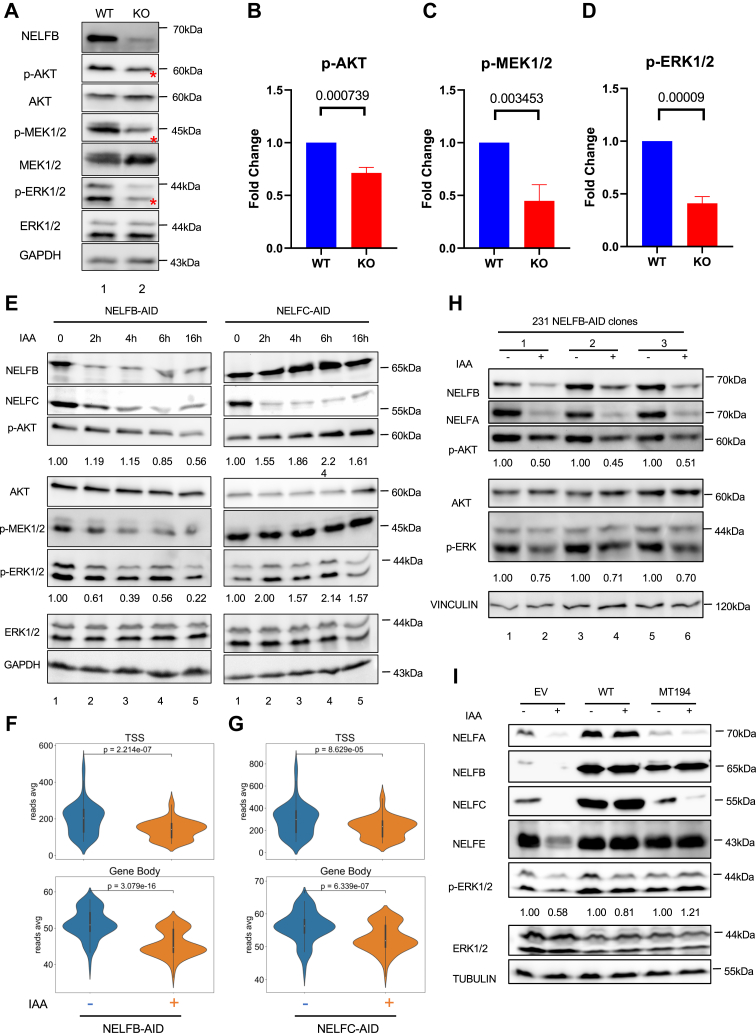
**NELFB supports progrowth signaling transduction.***A*, Western blotting of cell lysates from MEFs depleted of NELFB by Cre-loxP. Representative results from three independent repeats. *Asterisks* indicate the reduced intensity of phosphorylated proteins. *B*–*D*, quantification of phosphorylation of various signaling molecules, which was normalized with total proteins from three independent experiments. Statistics was conducted using multiple *t* test. *E*, NELFB-AID and NELFC-AID MEFs were treated with PBS or 0.5 mM IAA and then harvested at different time points. Cell lysates were analyzed by Western blotting. The intensity of phosphorylation was normalized with total protein and indicated below the corresponding protein. Representative images were shown from three independent repeats. *F* and *G*, *violin plot distributions* of Pol II ChIP-seq reads at the TSS (−0.5 to +0.5kb) and GB (+0.5 to +2.5 kb) in NELFB-AID cells (*F*) and NELFC-AID cells (*G*) following treatment of PBS or 0.5 mM IAA for 6 h. Pol II ChIP-seq was from two independent experiments. *H*, NELFB-AID in MDA-MB-231 cells following IAA treatment. Cell lysates were analyzed by Western blotting. The intensity of phosphorylation was normalized with total protein Three independent clones were used for the experiment. *I*, NELFB-AID cell lines that stably expressed EV, WT, or MT194 were treated with IAA. Cell lysates were analyzed by Western blotting. The intensity of phosphorylation was normalized with total protein. Representative images from three independent repeats are shown. AID, auxin-induced protein degradation; ChIP-seq, chromatin immunoprecipitation sequencing; EV, empty vector; IAA, indole-3-acetic acid; MEF, mouse embryonic fibroblast; NELF, negative elongation factor.

### Enforced activation of the PI3K/AKT pathway rescued the proliferation defects of NELF-depleted MEFs

Myristoylation-mediated membrane recruitment is known to enforce activation of various cytoplasmic kinases including PI3Kα and AKT (45, 46). We therefore surmised that ectopic expression of membrane–tethered, NELFB-interacting kinases could mitigate the proliferative deficiency of NELF-depleted cells. To test our hypothesis, we introduced a few of myristoylated (Myr) kinases in the PI3K/AKT pathway (AKT1, RPS6KB1, AKT3, PIK3CB, and PIK3CG) into NELFB-depleted cells (Fig. 7*A*) (47). In addition, several previously reported NELFB-associated kinases were also included in our experiment (CDK9, MAP2K7, PAK4, PKM2, and NTRK3) (18, 30, 48). In support of our hypothesis, Myr-AKT1, RPS6KB1, and PIK3CB partially restored the defects in cell proliferation upon NELFB depletion (Fig. 7*B*).

**Figure 7:**
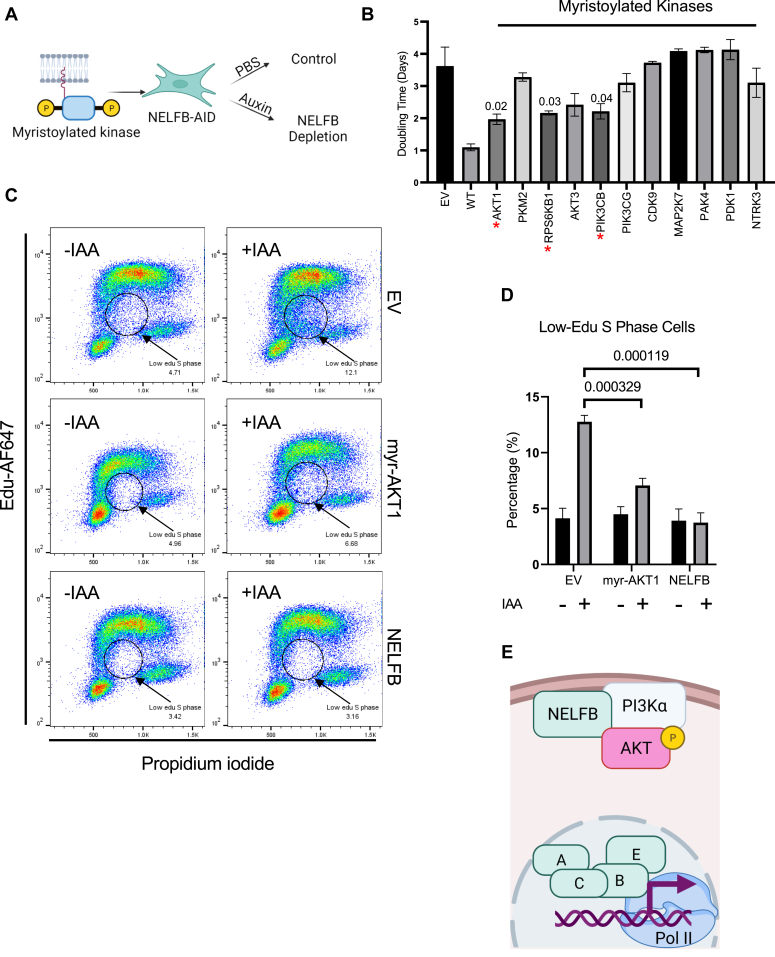
**Enforced activation of the PI3K/AKT pathway rescued the growth defects of NELF-depleted MEFs.***A*, schematic illustration for the myristoylated (Myr) kinase screen. *B*, NELFB-AID cell lines with ectopic Myr kinases were treated with IAA for four consecutive days. Cell growth was measured. Doubling time was calculated using nonlinear regression of exponential (Malthusian) growth model. Statistical analysis was performed using multiple *t* test to compare kinase group with EV, and *p*-value less than 0.05 was indicated. The results were average from two independent biological repeats. *C*, flow cytometry of cells from the click-it experiment, stained for EdU-AF647 and propidium iodide (PI). Stable NELFB–AID cells expressing EV, Myr-AKT1, or WT NELFB were treated with IAA before the pulse experiment. The S phase populations with low Edu are highlighted and the percentages are shown. Representative results from three independent experiments are shown. *D*, average quantification of the low-Edu S phase cells from three independent experiment from (*D*). Statistical analysis was performed using multiple *t* test to compare IAA treated myr-AKT1 or NELFB with EV groups. The *p*-value is indicated. *E*, diagram shows the molecular interaction between NELFB and PI3K/AKT pathway. AID, auxin-induced protein degradation; EdU, 5-ethynyl-2′-deoxyuridine; EV, empty vector; IAA, indole-3-acetic acid; MEF, mouse embryonic fibroblast; NELF, negative elongation factor; PI3K, phosphatidylinositol-3-kinase.

Ectopic expression of Myr-AKT1 in NELFB-depleted MEFs did not increase the abundance of NELFB or the other three NELF subunits (Fig. S8*A*). Therefore, the rescue of cell proliferation by Myr-AKT1 was unlikely due to augmentation of NELF expression. It is also noteworthy that although Myr-AKT1 fully restored phosphorylation of GSK3β, a direct downstream target of AKT, phosphorylation of MEK1/2 and ERK1/2 was still compromised in NELFB-depleted cells with Myr-AKT1 overexpression (Fig. S8*A*). Furthermore, Pol II ChIP-seq showed that Myr-AKT1 overexpression in NELFB-depleted cells did not restore the loss of Pol II occupancy at either TSS or GB (Fig. S8, *B* and *C*). Thus, the rescuing effect of Myr-AKT1 on cell proliferation was not due to restoration of NELF-dependent Pol II pausing.

We previously reported that NELFB-depleted cells exhibited defects in cell cycle progression in multiple phases including S-phase DNA replication (17). Consistent with our published finding, 5-ethynyl-2′-deoxyuridine (EdU) pulse labeling showed an increased population of low EdU–labeled S-phase cells upon NELFB depletion (Fig. 7, *C* and *D*). Ectopic expression of either WT NELFB or Myr-AKT1 substantially reduced this population of cells (Fig. 7, *C* and *D*), suggesting that AKT1 acts downstream of NELFB to promote cell cycle progression. Taken together, our results support the notion that the function of NELFB in supporting cell proliferation is at least partially mediated by key signaling molecules in the PI3K/AKT pathway.

## Discussion

Biochemical and genetic approaches are complementary to each other in elucidating the functional relationships in biological processes (49). A wealth of biochemical evidence establishes a central role of the NELF complex in mediating genome-wide Pol II pausing during transcription elongation (1, 50). On the other hand, genetic studies from our group and others clearly demonstrate vital roles of individual NELF subunits in development, differentiation, and homeostasis in a variety of tissues (17, 18, 19, 20, 21, 23, 24, 25, 26, 27, 28, 51). Thus, it has been a prevailing presumption that NELF’s Pol II pausing activity underlies its essentiality in biological functions, including cell proliferation. Using a panel of separation-of-function MTs and a rapid protein degradation approach, our current work shows that neither the integrity of the NELF complex nor its Pol II pausing activity is essential for NELFB-dependent cell proliferation or the bulk of its transcriptome. More specifically, these NELFB MTs can largely substitute WT NELFB in supporting cell proliferation and NELF-dependent transcription, despite their defects in assembly of an intact NELF complex and control of promoter-proximal Pol II pausing. This separation-of-function phenotype is perhaps most pronounced for MT194 and Δ-C60. The former lacks NELFC binding and is predominantly localized in the cytoplasm, whereas the latter does not bind to NELFE and is expressed at a barely detectable level. Not surprisingly, neither MT binds to TSS nor effectively pauses Pol II in MEFs. Nevertheless, they largely rescue the proliferative and transcriptional defects in *Nelfb* KO cells. Therefore, by genetically uncoupling NELFB’s function in cell proliferation from its role as part of an intact NELF complex in Pol II pausing, our findings highlight the multifaceted nature of NELFB and thus call for the need to reevaluate the preponderant Pol II pausing–centric paradigm in NELF biology.

Based on the ortholog analysis, the four NELF subunits do not appear to have evolved simultaneously (Fig. S8*D*) (52). For example, orthologs of both NELFB and NELFC, but not those of NELFA and NELFE, are found in multiple single-cell organisms including *Fungi*, *Protista*, and *Viridiplantae*, in which pausing has not been documented (53). Thus, NELFB and NELFC are likely endowed with functions independent of the other two NELF subunits. Furthermore, *Hydra*, an early metazoan, expresses the orthologs of all four NELF subunits yet exhibits no apparent genome-wide Pol II pausing at TSS (54). Taken together, these observations are in line with the notion that NELFB orthologs in these lower organisms may possess biological properties more primal than NELF complex–dependent Pol II pausing.

Our data strongly indicate that cytoplasmic NELFB supports cell proliferation by physically associating with and activating progrowth signaling molecules such as PI3K/AKT. This is distinct from the previously reported role of NELF in transcription of the genes involved in the MAPK pathway (18) for the following reasons. First, NELFB MTs MT144 and MT194, which are defective in associating with NELFA, NELFC, and Pol II, still maintain their physical interactions with PI3Kα and AKT. Second, rapid degradation of NELFB, but not NELFC, attenuates PI3K-AKT and MEK-MAPK activities without affecting the protein or mRNA abundance of these kinases. Third, membrane tethering of PI3K-AKT kinases partially rescues the defects of cell proliferation without enhancing Pol II occupancy in NELFB-depleted cells, providing further evidence for two distinct NELFB functions. NELFB likely targets additional kinases besides AKT, which could account for the partial restoration of the proliferative defects by enforced AKT activation. In support of this possibility, Myr-AKT1 did not restore pMEK1/2 or pERK1/2 in *Nelfb* KO cells (Fig. S8*A*). This nongenomic activity of NELFB, which could be evolutionarily more conserved than its Pol II pausing activity, may also contribute to various context-dependent functions of NELFB in multicellular organisms *in vivo*.

Paused Pol II is considered as an equilibrium between Pol II recruitment, early termination, and release (4). NELF, together with the Integrator complex and cap-binding complex, has been shown to coordinate Pol II pausing, mRNA modification, and premature termination (11, 15, 55, 56). In this regard, it is worth noting that different NELFB MTs as characterized in our study exhibit distinct effects on the equilibrium of Pol II pausing. For example, Δ-C60 displays defects of Pol II occupancy at both TSS and GB, which could imply a defect in facilitating promoter recruitment of Pol II. In contrast, MT486, which is defective in binding to NELFE, reduces Pol II chromatin occupancy only at TSS, but not GB. This indicates that a partially assembled NELF complex, albeit incapable of pausing Pol II at TSS, may still recruit sufficient Pol II and release it to GB.

Our findings revise, but do not negate, the current understanding of the physiological significance of Pol II pausing. It will be of interest to determine the relative contributions of the genomic and nongenomic activities of NELFB to NELFB-dependent regulation of various cellular processes (Fig. S8*E*). NELF subunits are known to undergo dynamic shuttling among different subcellular compartments (31, 57). In particular, we surmise that NELFB translocation from the nucleus to cytoplasm could be driven by the conserved nuclear export sequences (Fig. S8*E*) and a yeast exportin1–like domain in NELFB, following its dissociation from NELFC (13, 58). We further propose that dynamic regulation of the relative abundance of the nuclear and cytoplasmic NELFB could coordinate the actions of these two functionally distinct NELFB pools.

Pol II pausing has been implicated in coordinating gene activity in both spatial and temporal manners, especially transcriptional responses to developmental and environmental stimuli (1, 50). While our work clearly indicates that Pol II pausing is not entirely responsible for NELFB-dependent transcriptome in cultured MEFs under regular condition, it will be of importance to examine the transcriptomic effects of the separation-of-function NELFB MTs in other physiological contexts.

In summary, our work demonstrates a previous unrecognized progrowth function of cytoplasmic NELFB, which is clearly independent of an intact NELF complex and its cardinal role in Pol II pausing. Compared to the gene KO approach, separation-of-function MTs offer a clear advantage in uncoupling the nongenomic *versus* genomic functions of NELFB. Further work is warranted to further elucidate the biochemical and structural basis for NELFB-mediated regulation of the progrowth signaling molecules, which could in turn inform novel therapeutic targets for anticancer treatment.

## Experimental procedures

### Plasmid construction

Cloning was performed using In-Fusion kit (Takara, 638,947). C-terminal 3× flag-tagged mouse NELFB was introduced into the pLenti-CMV-GFP-neo (Addgene: 17447) backbone. NELFB truncations and site-specific point mutagenesis were generated using PrimeSTAR GXL DNA Polymerase (Takara, R050B) and different sets of primers (Tables S1 and S10). OsTIR1 was cloned into pCDH-CMV-mcherry-T2A-puro (Addgene: 72264). C-terminal mini-AID–tagged mouse NELFB and human NELFC were cloned into pLenti-6.3/V5-DEST-GFP (Addgene: 40125). C-terminal AID–tagged human NELFB with silent mutation resistant to single guide RNA (sgRNA) was cloned into pLenti-6.3/V5-DEST-GFP. APEX2 was cloned to the C-terminal of WT and MTs (MT144 and MT194) NELFB into pLenti-CMV-GFP-neo backbone (Table S8). Sequences of all constructs were verified by sequencing.

### Cell culture

Immortalized *Nelfb*^*flox/-*^ mouse embryonic fibroblasts (iMEFs) were described previously (17). MEFs, MDA-MB-231, and Lenti-X 293T (Takara: #632180) cells were cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum (Gibco: 10099141), 100 U/ml penicillin, and 100 mg/ml streptomycin (Gibco: 10,378,016). All cells were grown in a 37 °C humid incubator with 5% CO2. *Mycoplasma* detection was carried out on a regular basis.

### Stable cell lines establishment and colony isolation

*Nelfb*^*flox/-*^ iMEFs were used to generate the following stable cell lines and to isolate single colonies. First, an empty vector or C-terminal 3×flag-tagged NELFB (WT, Δ-C60, Δ-N78, MT144, MT183, MT194, and MT486) was introduced into *Nelfb*^*flox/-*^ iMEFs by lentiviral infection and selected with 800ug/ml G418 (Gibco: 10131027). The established cell lines were used in the Cre-induced NELFB MT-swapping experiments. After removing the endogenous floxed *Nelfb* allele by Adeno-Cre, single colonies were isolated and propagated from WT and MT stable cell lines.

To establish the NELFB-AID system in MEFs, NELFB with C-terminal mini-AID-tag (pLenti-mNELFB-AID-BSD) and OsTIR1-mcherry (pCDH-OsTIR1-mcherry-T2A-puro) were cointroduced into *Nelfb*^*flox/-*^ iMEFs *via* lentiviral infection and selected in media containing 5ug/ml Blasticidin (Gibco: A1113903) and 2ug/ml puromycin (Gibco: A1113803). Single colonies were isolated upon deletion of the endogenous floxed *Nelfb* allele by Adeno-Cre. To establish NELFB MT stable cell lines on top of NELFB-AID parental cells, cells were further infected with lentiviruses expressing NELFB, APEX2-NELFB, or the following MTs: Δ-N78, Δ-C60, MT144, MT183, MT194, APEX2-MT144, or APEX2-MT194. To establish Myr Kinases stable cell lines on top of the NELFB-AID parental cells, cells were infected with retroviruses expressing the following kinases: AKT1, PKM2, RPS6KB1, AKT3, PIK3CB, PIK3CG, CDK9, MAP2K7, PAK4, PDK1, and NTRK3 (Addgene, 1000000012).

For NELFC-AID cells, human NELFC with the mini-AID tags (pLenti-HNELFC-AID-BSD) was introduced into NELFB-WT iMEFs or NELFB-Δ-C60 iMEFs, together with OsTIR1-mcherry (pCDH-OsTIR1-mcherry-2A-puro). Single colonies were isolated upon deletion of endogenous NELFC gene by Cas9 and sgRNA transfection (Table S9).

The following cell lines and single colonies were established in human MDA-MB-231 breast cancer cell line. To establish NELFB-Δ-C60 MDA-MB-231 cells, sgRNA targeting the C terminus of NELFB was cotransfected with Cas9 into parental MDA-MB-231 cells. Single colonies were isolated and screened for the correct gene editing. To establish NELFB-AID MDA-MB-231 cells, silent MT NELFB-AID resistant to sgRNA targeting WT NELFB (pLenti-hNELFB-SM-AID-BSD) was first introduced into OsTIR1 stable MDA-MB-231 cells. Single colonies were then isolated upon deletion of the endogenous *NELFB* gene by Cas9 and sgRNA transfection (Table S9).

### Lentiviral, retroviral, and adenoviral infection

The lentiviral infection procedure was described previously (17). Briefly, 2.5 ug lentiviral plasmids were transfected into four million Lenti-X293T cells with 1 ug pMD2.G (Addgene, 12259) and 2ug psPAX2 (Addgene, 12260) using Lipofectamine 2000 (Invitrogen, 11668030). Supernatants were harvested and used to infect target cells with 8 ug/ml polybrene (Sigma, TR-1003) for overnight incubation at 37 °C. The procedure was the same for retroviral infection, except that 1 ug VSV.G (Addgene, 14888) and 2 ug gag/pol (Addgene, 14887) were used as packing plasmids instead. Retroviral infection was performed using a plate centrifuge at 1,500*g* for 4 h with 8 ug/ml polybrene. For adenoviral transduction, 1.5 × 105/well cells were seeded in a 6-well plate and adenovirus (UI Viral Vector Core Facility: VVC-U of Iowa-1174) was added at 100 pfu/cell in the media for overnight at 37 °C.

### Cell proliferation assays

MEFs or MDA-MB-231 cells were seeded in 96-well plates at a concentration of 1500 cells/well. Auxin, if indicated, was added at a final concentration of 0.5 mM after cells were attached to the plate and incubated for a period of time as indicated. Cell Counting Kit-8 (Dojindo: CK04) was diluted 1:10 with 10% fetal bovine serum Dulbecco's modified Eagle's medium media and incubated with cells for 1 h. *A*_450_ reading was taken using BioTek Synergy H1(BioTek, 13629) every 24 h for 4 days. *A*_450_ readings were processed using GraphPad Prism https://www.graphpad.com/. Doubling time was generated using nonlinear regression of Exponential (Malthusian) growth.

### Antibodies

The following antibodies were used in our study. NELFB (Cell Signaling, 14894), NELFB (Proteintech, 16418-1-AP), NELFC (Cell Signaling, 12265), NELFE (Proteintech, 10705-1-AP), NELFA (Proteintech, 10456-1-AP), flag (Sigma, F3165), Tubulin (Millipore, 05-829), PI3 Kinase p110α (C73F8) (Cell Signaling, 4249), PI3 Kinase p110γ (D55D5) (Cell Signaling, 5405), Akt (pan) (C67E7) (Cell Signaling, 4691), p-Akt (Ser473) (D9E) XP (Cell Signaling, 4060), p-GSK-3β (Ser9) (D85E12) (Cell Signaling, 5558), GSK-3α/β (D75D3) (Cell Signaling, 5676), p-MEK1/2 (Ser217/221) (Cell Signaling, 9121), ERK1/2 (Cell Signaling, 4695), p-ERK1/2(Thr202/Tyr204) (Cell Signaling, 4370), ATP5B(Millipore, MABS1304), LaminB1(Santa Cruz, sc-374015), GAPDH (Bio-Rad, 12004167), ACTIN (Bio-Rad, 12004163), Vinculin (Proteintech, 66305), and Streptavidin-IRDye 800CW (Licor, 926-32230). Secondary antibodies include IRDye 680RD Goat anti-rabbit immunoglobulin G (Licor, 926-68071), IRDye 800CW Goat anti-mouse immunoglobulin G (Licor, 926-32210), and Goat anti-rabbit immunoglobulin G (H + L)-horseradish peroxidase (Invitrogen, 31460).

### Western blotting and subcellular fractionation

Protein samples were prepared using Laemmli buffer with protease/phosphatase inhibitors (Cell Signaling, 5872). After lysis, protein concentration was quantified using a bicinchoninic acid protein assay kit (Pierce, 23225). SDS-PAGE and Western blotting procedure were described previously (25). Western blots were imaged using either Licor Odyssey (Licor, 9120) or ChemiDoc MP (Bio-Rad, 12003154).

Subcellular fractionation was performed using Cell Fractionation Kit (Cell Signaling, 9038) following the manufacturer’s instructions. GAPDH, ATP5B, and LaminB1 were used as cytoplasm, membrane, and nuclear markers, respectively.

### Coimmunoprecipitation

Whole-cell lysate was obtained by lysing cells in 500 ul NP-40 lysis buffer (50 mM Tris–HCl, pH 8, 4 mM EDTA pH 8, 150 mM NaCl, 1% NP40) with a protease/phosphatase inhibitor cocktail (Cell Signaling, 5872). Lysate was kept on ice for 15 min. Insoluble material was removed by centrifugation at 10,000*g* for 10 min. Lysates were then incubated with flag M2 magnetic agarose beads (15 ul/rxn, Sigma, M8823) at 4 °C overnight. Immune complexes were collected using a magnetic separator and washed three times with lysis buffer. To elute immunoprecipitated proteins, 3× flag peptide (Sigma, F4799) was diluted at a final concentration of 200 ng/μl in Tris-buffered saline (50 mM Tris–HCl pH7.4, 150 mM NaCl) buffer and incubated with beads for 30 min at 4 °C. The eluted lysates were analyzed by SDS-PAGE and Western blots as described.

### RNA isolation, RNA-seq, and realtime RT-quantitative polymerase chain reaction analysis

Total RNA isolation was performed using a RNeasy Plus Mini kit (Qiagen, 74034). For mRNA-Seq (with PolyA selection), libraries were constructed and sequenced at the University of Texas Health San Antonio Genome Sequencing Facility using 50 bp single-read sequencing. For RT-quantitative polymerase chain reaction (qPCR), RNA was reverse-transcribed into complementary DNA using a Maxima H Minus First Strand cDNA Synthesis kit (Invitrogen, A48571). Each cDNA sample was amplified using Thermo Fisher Scientific Luminaris Color HiGreen qPCR Master Mix, high ROX (Invitrogen, FERK0364) in CFX384 Touch Real-Time PCR Detection System (Bio-Rad, 1855484) following the manufacturer’s instructions and using specific primers (Table S4). Relative RNA levels were calculated using the 2−ΔΔCt method with the Ct values normalized using 18sRNA as an internal control.

### Immunofluorescent staining and super resolution imaging

WT, MT183, MT194, and MT486 MEFs in *Nelf-b* null background were generated as described above. 1.5 × 10^5^ cells were seeded in a glass-bottom dish 35 mm (Ibidi, 81218-200) for overnight at 37 °C. Cells were then fixed using 4% paraformaldehyde/PBS at room temperature (RT) for 15 min and permeabilized with 0.5% Triton X-100/PBS for 10 min. Permeabilized cells were then blocked in blocking buffer (PBS with 10% goat serum) for 1 h at RT and incubated with 1:50 NELFB antibody (Cell Signaling, 14894) at 4 °C overnight in blocking buffer. Cells were washed three times, 10 min for each with PBS, and incubated with an Alexa 568–conjugated anti-rabbit secondary antibody (Invitrogen, A11036; 1:1000 dilution) in the blocking buffer for 1 h. Cells were washed three times for 10 min in PBS before stained with 4′,6-diamidino-2-phenylindole (DAPI) 0.1 μg/ml in PBS for 10 min. DAPI was then removed and cells were imaged using Nikon Eclipse Ni fluorescent microscope.

For confocal imaging of NELFB distribution relative to nuclei, a Yokogawa CSU-X1 Spinning Disk Unit (Andor Technology) with an iXon DU-897-BV monochrome CCD (Andor Technology) was used. The imaging environment was maintained at 5% CO_2_, 37  °C. Image rendering was performed using ImageJ (https://imagej.net/ij/) (NIH). The 3D-structured illumination microscopy microscope was custom-built by the Chung Lab on a Zeiss Axio Observer inverted microscope platform with an ASI motorized stage and a 100×/1.46 NA oil immersion Zeiss objective (Alpha Plan-APO). NELFB excitation was performed at 568 nm and 405 nm excitation for DAPI, respectively. Sequential excitation at the two wavelengths was enabled by a software-controlled filter wheel (Finger Lakes Instrumentation). Excitation grating patterns at each wavelength were generated by a spatial light modulator (Forth Dimension Display) as previously described (59). Fluorescence images were collected using an sCMOS camera (Hamamatsu Flash 4.0) with an exposure time of 30 ms. 3D reconstruction of the raw data was performed using a custom software as previously described (59, 60).

### ChIP, library preparation, and qPCR

For ChIP-seq assay, cells were treated with indole-3-acetic acid at a final concentration of 0.5 mM for 6 h, if indicated. Then, cells were crosslinked with 1% formaldehyde/PBS for 10 min at RT and then quenched by adding glycine to a final concentration of 125 mM for 5 min at RT. After washed with cold PBS three times, cells were then resuspended in PBS at 50 million/ml. Same volume of 2× lysis buffer (100 mM Tris–HCl, pH 7.5, 100 mM NaCl, 30 mM MgCl2, 4% Triton X-100) with protease inhibitors (1 μg/ml leupeptin, 1 μg/ml aprotinin, and 1 μg/ml pepstatin) was added to the cell suspension and incubated on ice for 10 min. Chromosomal DNA was fragmented with micrococcal nuclease (NEB, M0247S) at 50 unit/ul and incubated at 37 °C for 15 min. The reaction was stop with EDTA and EGTA at 5 mM each and sonicated using Qsonica Sonicator Q500 for 40 s with 0.5 S on, 0.5 S off at 40%. Supernatant was collected by centrifuging at 14,000*g* for 10 min then diluted with ChIP-lysis buffer (50 mM Tris–HCl, pH 8.0, NaCl 150 mM, 2 mM EDTA) with protease inhibitors. Antibodies used for ChIP include anti-Pol II (2 ug/rxn, BioLegend; 664906) and anti-flag (2 ug/rxn, Sigma, F3165), NELFC (5 ul/rxn Cell Signaling, 12265), NELFE (5 ul/rxn, Abcam, ab170104). Diluted chromatin was incubated with antibodies at 4 °C overnight. Dynabeads Protein A and Protein G (Invitrogen, 10015D) was added the following day and incubated for 2 h at 4 °C. After incubation, Dynabeads was washed as previously described (51). Samples were subsequently eluted and reverse-crosslinked at 65 °C overnight in Elution Buffer (50 mM Tris–HCl pH8.0, 1% SDS, 10 mM EDTA pH 8.0). ChIP DNA was recovered as described (25) and library was built using Kapa Hyperprep Kit according to the instructions (Roche, KK8502). Library quality was confirmed by high-sensitivity DNA ChIP with Bioanalyzer (Agilent, 5067-4626), to ensure that samples had a single peak around 380 bp. Libraries were then quantified by Qubit and pooled for 50 bp single-end sequencing (Illumina HiSeq 3000). Library sequencing was conducted at University of Texas Health San Antonio Genome Sequencing Facility.

### Proximity labeling by APEX2

Proximity labeling by APEX2 was carried out following a published protocol (44). Five million cells per sample were seeded in a 15 cm plate. After 48 h, auxin was added at 0.5 mM, and cells were incubated for 4 h to deplete AID-tagged NELFB protein before labeling. 2.5 mM biotin-phenol in dimethylsulfoxide was added to the media for 30 min at 37 °C. Cells were then washed with PBS (with 1 mM CaCl_2_, 0.5 mM MgCl_2_) three times and then incubated with or without 1 mM H_2_O_2_ at room temperature for 1 min. The reactions were then stopped and washed with quenchers (10 mM sodium azide, 10 mM sodium ascorbate, and 5 mM Trolox) in PBS (with 1 mM CaCl_2_, 0.5 mM MgCl_2_). Cells were then harvested and lysed by 1 ml lysis buffer (50 mM Tris–HCl pH 8, 150 mM NaCl, 1% Triton-X 100, 2 mM EDTA pH 8) containing protease inhibitors and quenchers. 50 ul of streptavidin agarose beads (GE Health, 17511301) slurry was washed and incubated with cell lysates on rotation at room temperature for 1 h. The beads were subsequently washed with radioimmunoprecipitation assay buffer, 1 M KCl, 0.1 M Na_2_CO_2_, 2M urea in 10 mM Tris–HCl pH 8. After a final wash with radioimmunoprecipitation assay buffer, beads were eluted with 200 mM 1,4-DTT and 10 mM biotin with 4× lithium dodecyl sulfate buffer (Thermo Fisher Scientific: NP0007) for 10 min at 95 °C. Cells without H_2_O_2_ exposure were served as negative control. The streptavidin pull-down lysates and input were analyzed by Western blotting.

### Click-iT EdU flow cytometry

Cells were first incubated with 10 μM EdU in cultured medium at 37 °C. After 30 min, cells were washed, trypsinized, harvested, and processed following the manufacturer's instructions (Life technologies, C10419). Samples were then analyzed using BD Celesta Cell Analyzer.

### RNA-seq data analysis

Raw RNA-seq data in FASTQ format were aligned to mm10 reference genome using bowtie2 (61). The Sequence Alignment Map (SAM) file was converted to a Binary Alignment Map (BAM) file and then sorted by Samtools. Alignments with MAPQ score smaller than 30 were skipped. HTSeq (62) was used to calculate the number of mapped reads to each gene. The count matrix was imported to DESeq2 (63) for normalization, visualization, and analysis of differential gene expression. Empirical Bayes shrinkage estimators (64) were applied to shrink the limit fold change. The shrinkage of effect size was then used for visualization and ranking of genes. The significantly differentially expressed genes were identified by two thresholds (1): the absolute value of log2 fold change (LFC) greater than 0.5 or 1 (2); the adjust *p*-value (*p*-adj) less than 0.05. These differentially expressed genes were used for further Gene Ontology term enrichment analysis by R package clusterProfiler (65).

We used the method below to calculate the gene rescue capability (GRC) for MT194 and MT486 in Figure 3*I*. For each individual gene that was affected by NELFB knockout (EV-Cre *versus* EV-GFP) and restored by WT NELFB (WT-Cre *versus* EV-Cre), we defined them as NELFB-dependent gene. The relative restoration for this gene was set as 100% in WT-Cre and 0 in EV-Cre. To calculate the GRC, the relative restoration of this gene in either MT194-Cre or MT486-Cre was calculated and normalized with the relative restoration in WT-Cre, using the following formula:

$$GRC=\frac{{LFC}_{MT}-{LFC}_{NELFB}}{{LFC}_{WT\;NELFB}-{LFC}_{NELFB}}$$

The GRC is calculated for all NELFB-dependent genes in each MT. Next, we draw a diagram to present the entire distribution of the GRC from 0% to 100%.

### ChIP-seq data analysis

Raw ChIP-seq data in FASTQ format was aligned to mm10 reference genome using bowtie2 (61). The SAM file was converted to a BAM file and then sorted by Samtools. Alignments with MAPQ score smaller than 30 were skipped. The coverage (the number of reads per bin) track was generated by deepTools (66). The size of each bin was set at 1 bp and the coverage was normalized by Reads Per Kilobase per Million mapped reads. Scores for each gene were calculated by computeMatrix command. The gene bodies were scaled to 3 kb, and the region between 1 kb upstream to TSS and 1.5 kb downstream of transcription end sites were included when calculating the average reads coverage per genome regions.

### TR calculation

The locations for TSS regions (TSSRs, 350 bp) and GB regions (3000 bp) were located from the GRCm38 annotation file. The TSSR, GB region, and associated gene information were stored in bed files separately. Next, the read counts were calculated from BAM files and only the reads with MAPQ score greater than 30 were chosen. The read counts were further normalized if the input file was available. Lastly, minimum ChIP signal at TSSR was set as 0.001 to filter the weak peaks and the TR was calculated based on following formula (67):

$$TR=\frac{ReadCount\left(TSSR\right)/L1}{ReadCount\left(GBR\right)/L2}$$

where L1 and L2 are the lengths of TSS region and gene bodies region, respectively.

### DepMap data and Gene Ontology analysis

The public available database is from Cancer Dependency Project (https://depmap.org/portal/). The RNA expression data 21Q4 or 22Q1 were used for gene coexpression analysis. We obtained the top 1000 coexpressing genes from 1378 cell lines for NELFA, NELFB, NELFC, and NELFE, respectively. A Venn diagram was generated using UpSet Plot package to analyze the overlapping of coexpressing genes for different NELF subunits. Gene Ontology analysis was performed using web-based tool g:Profiler for top 1000 coexpressing genes of NELFB or coexpressing genes that are specific for each NELF subunit.

### Statistics and reproducibility

The results presented are representative of two or three independent experiments, as indicated for each graph in the figure legends. Student’s *t* tests were carried out using GraphPad Prisma 8 to calculate significance. Regression coefficients were calculated in Microsoft Excel. Results are expressed as mean ± SD unless indicated otherwise.

## Data availability

Source data are provided with this manuscript. All other data supporting the findings of this study are available from the corresponding author upon request. Sequencing datasets were deposited to NCBI Omnibus database and the accession number are GEO Submission (GSE205388) and GEO Submission (GSE205504).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: An essential signaling function of cytoplasmic NELFB is independent of RNA polymerase II pausing
**Source:** J Biol Chem. 2023 Sep 17;299(11):105259. doi: 10.1016/j.jbc.2023.105259
**Supplement:** Supplemental Figures

**Figure S1. Integrity of the NELF Complex is not Required for NELFB's Pro-survival Function**

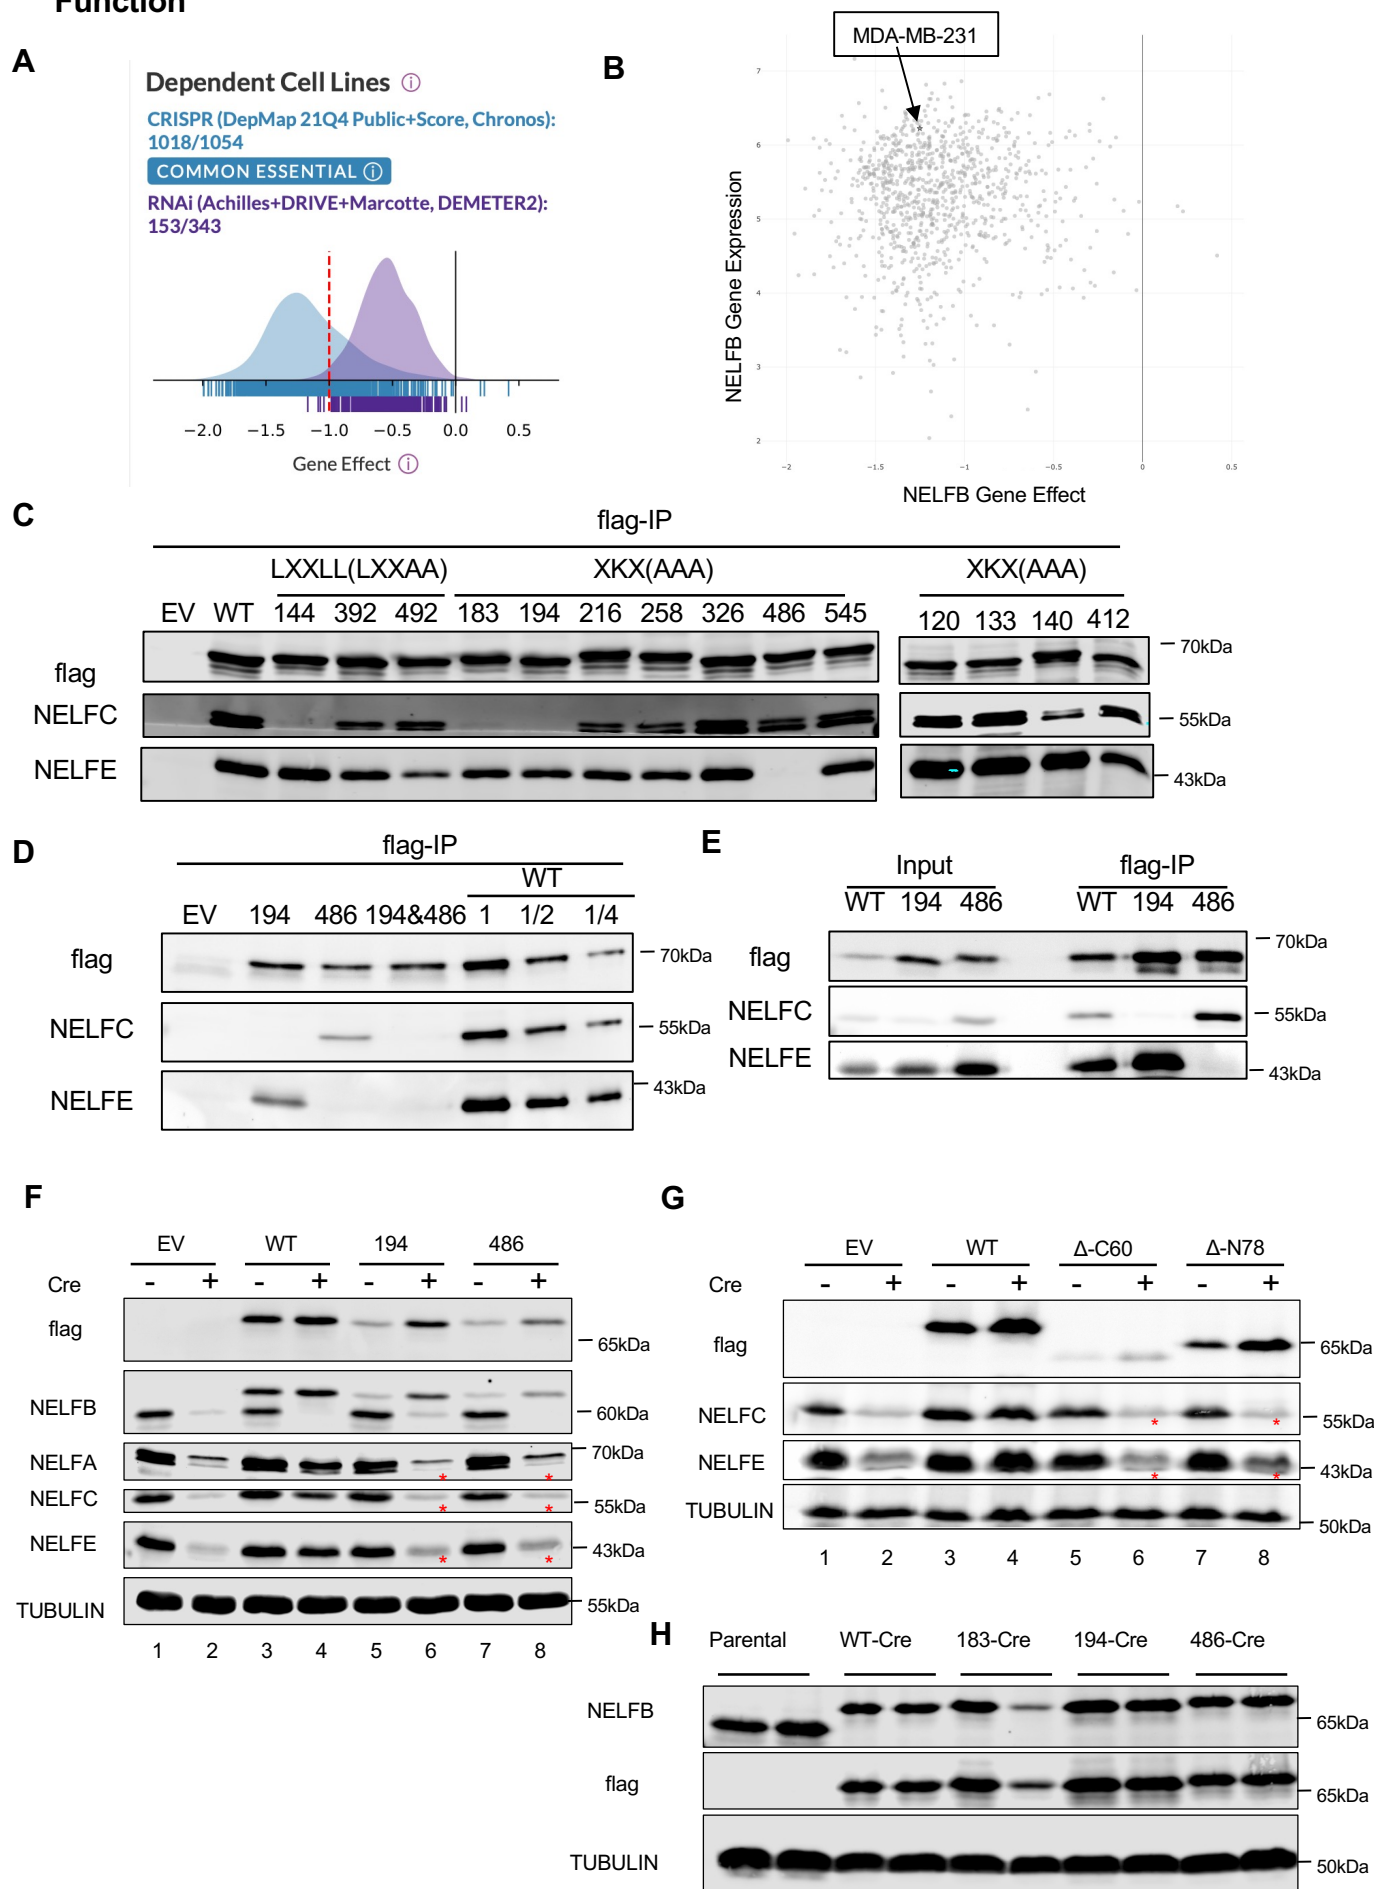

**Figure S1. Integrity of the NELF Complex is not Required for NELFB's Pro-survival Function**

(A) Graph from the Cancer Dependency project. Data from DepMap (21Q4 Public+Score, Chronos) indicate that NELFB is essential for 1,018 out of 1,054 cell lines. (B) Scatter diagram from the Cancer Dependency project shows the relationship between NELFB gene effects and NELFB gene expression in 1,054 cell lines. CRISPR data (21Q4 Public+Score, Chronos) and expression data (21Q4 Public) were used and MDA-MB-231 cell line is highlighted. No significant correlation is observed (Pearson: 0.018, p-val: 0.565). (C) Co-IP of 293T cells transfected with EV, flag-tagged WT and mutant NELFB. Representative image from 2 independent experiments is shown. (D) Co-IP of MEFs stably expressing EV, WT or NELFB mutants. Representative image from 2 independent experiments is shown. (E) Co-IP of MEF clones with ectopic WT or NELFB mutants without endogenous NELFB. Representative image 2 independent experiments is shown. (F, G) Stable *Nelfb*<sup>-/-</sup> cell lines were established with overexpression of EV, WT, or various mutants. Upon Cre-mediated floxed *Nelfb* deletion, NELF subunits were analyzed by Western blotting. Representative result from 3 independent experiments is shown. (H) WT and NELFB mutant MEF clones upon *Nelfb* deletion were analyzed by western blotting. Experiment was performed using 2 independent clones for each line.

Figure S2. C-terminal deletion of NELFB in 231 cells destabilizes NELF complex without affecting cell survival

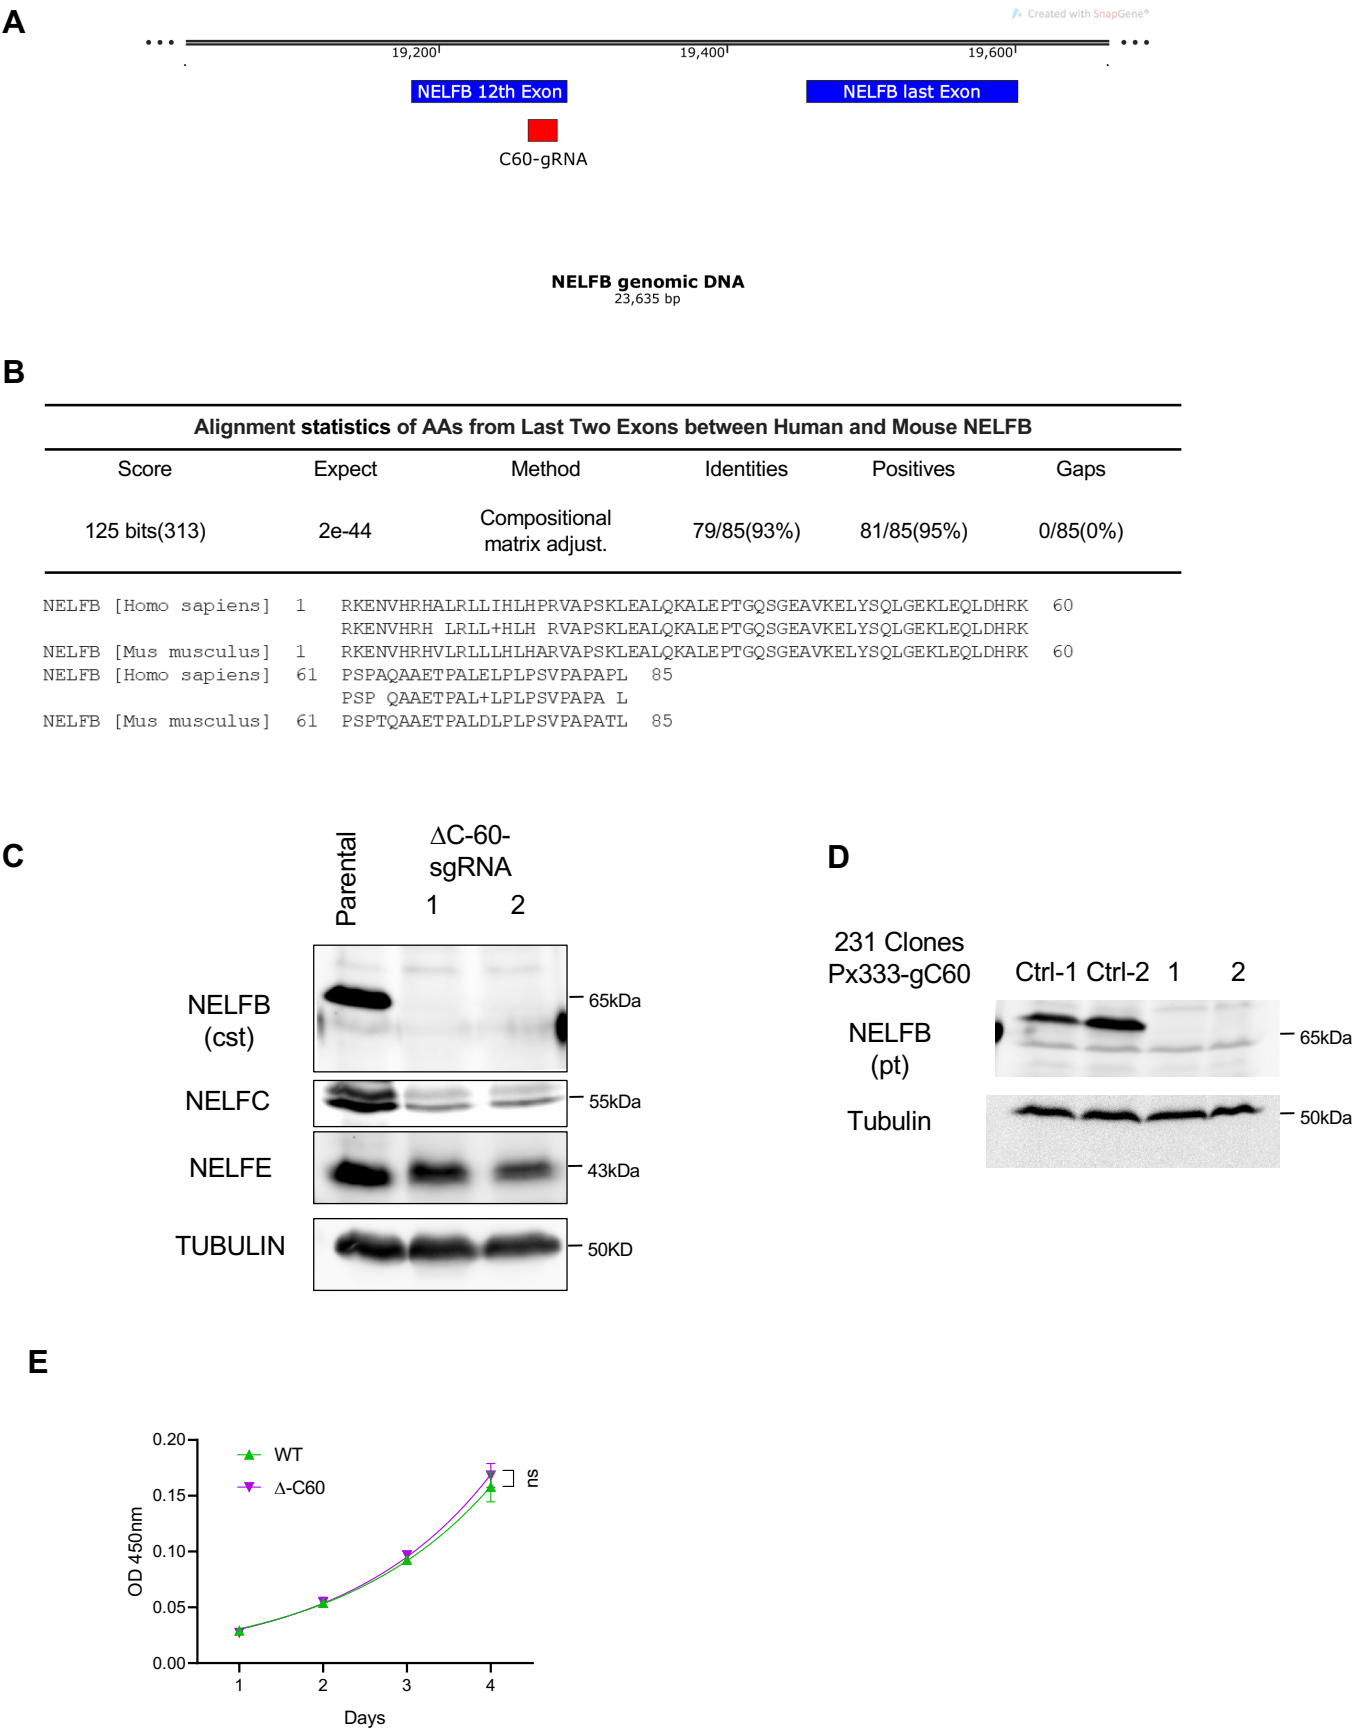

**Figure S2. C-terminal deletion of NELFB in MDA-MB-231 cells destabilizes NELF complex without affecting cell survival**

(A) Diagram of CRISPR-mediated gene editing targeting NELFB exon 12 for C-terminal deletion in MDA-MB-231 cells. (B) Alignment analysis for the C-terminal Amino Acid (AA) sequences (last two exons) between human and mouse NELFB using Basic Local Alignment Search Tool (BLAST) from NCBI. (C) Western blotting of NELFB (Cell Signaling, 14894), NELFC, and NELFE protein expression in MDA-MB-231  $\Delta$ -C60 clones. Experiment was performed using two independent clones. (D) Western blotting of NELFB in MDA-MB-231  $\Delta$ -C60 clones using a different NELFB primary antibody (Proteintech, 16418-1-AP). Experiment was performed using two independent clones. (E) Cell growth curves for MDA-MB-231 WT and  $\Delta$ C-60 clones. Result was average of 2 independent clones.

**Figure S3. NELFB-dependent Pol II pausing and cell proliferation are functionally separable**

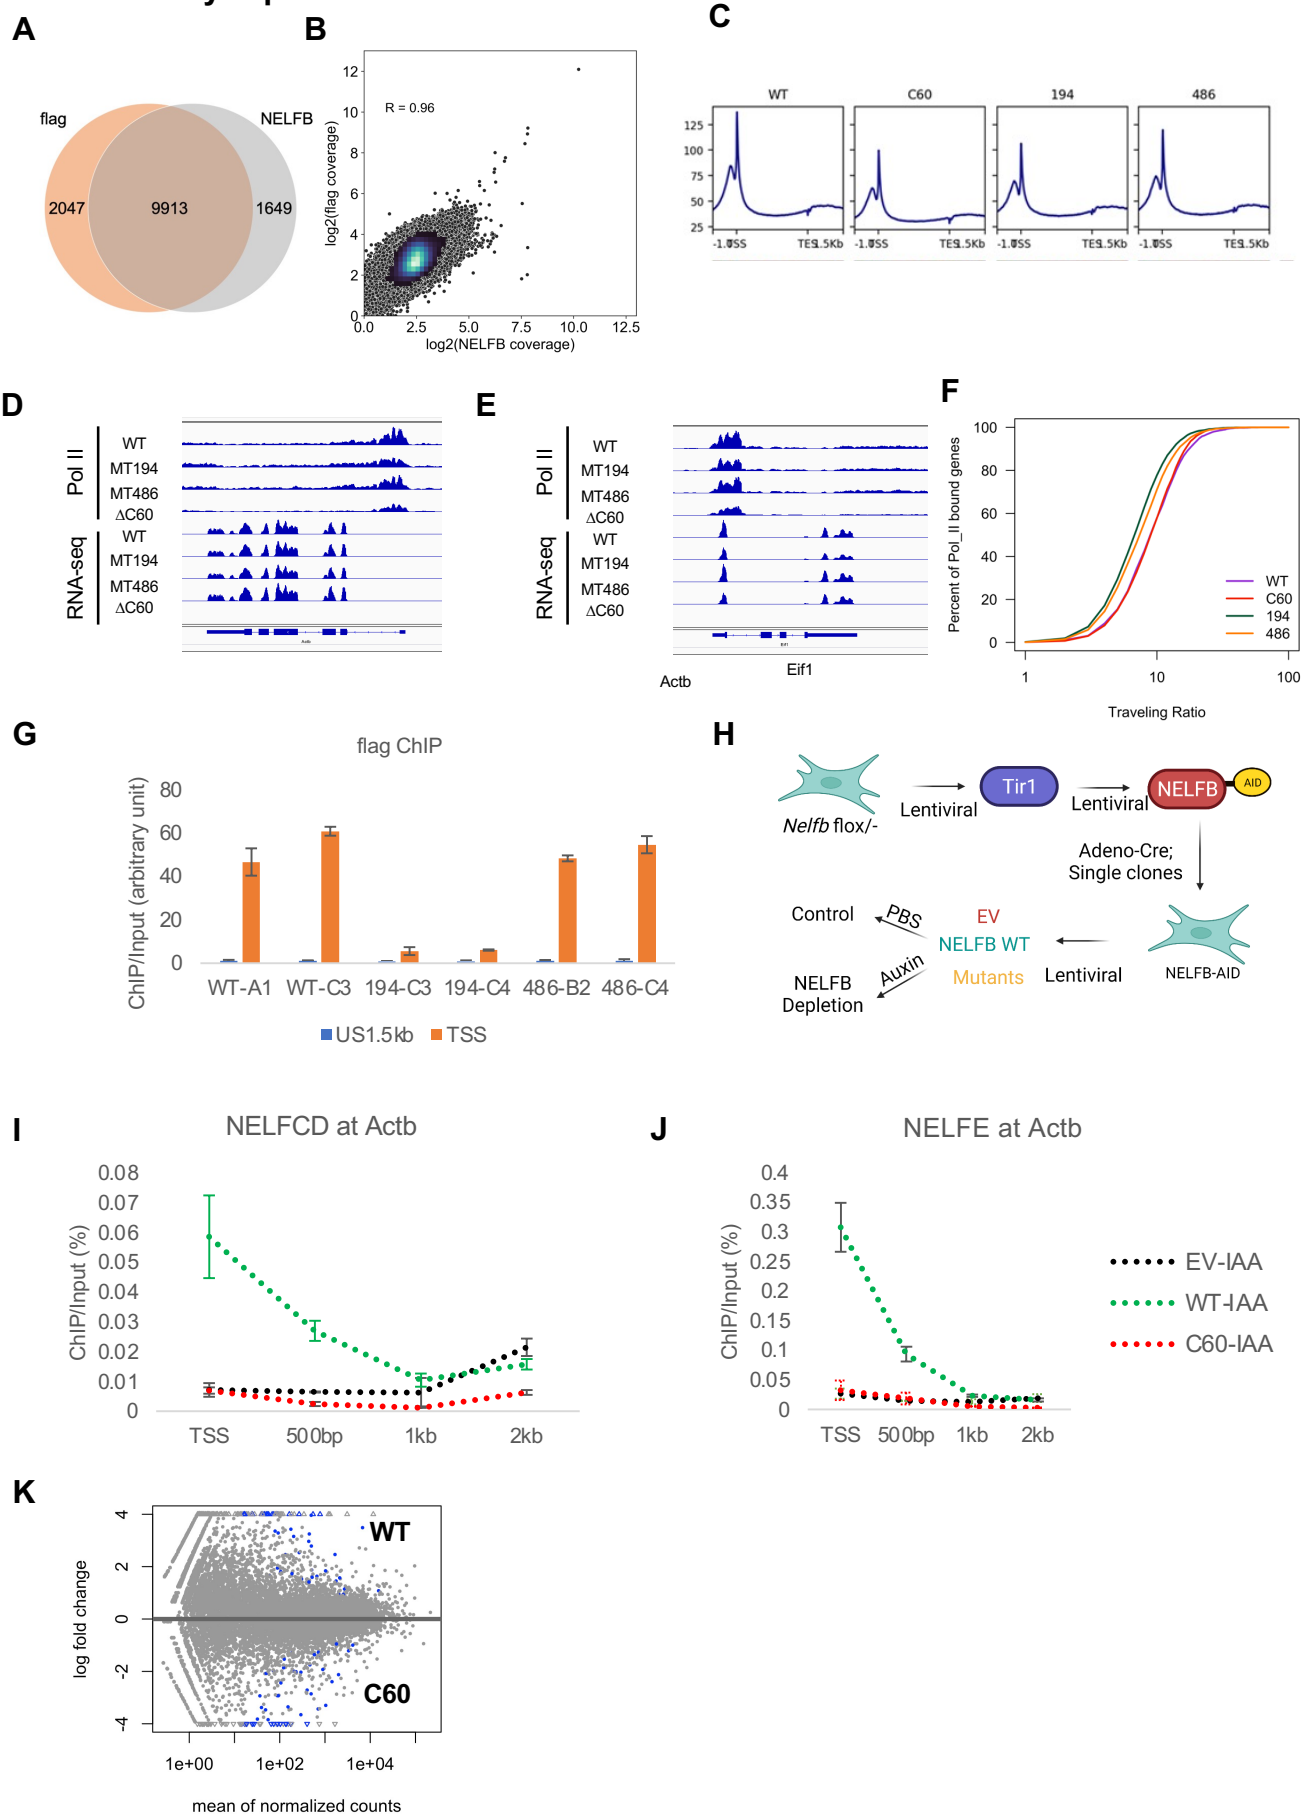

**Figure S3. NELFB-dependent Pol II pausing and cell proliferation are functionally separable.**

(A) Venn diagram shows the overlapping binding sites between flag ChIP-seq (in flag-WT-NELFB MEFs) and published NELFB ChIP-seq. (B) Diagram shows the correlation of flag ChIP-seq (in flag-WT-NELFB MEFs) and published NELFB ChIP-seq. (C) Averaged metagene profiles of pol II chromatin occupancy in WT, MT194, MT486 and  $\Delta$ -C60 cells. ChIP-seq experiments were performed with two independent biological replicates. The analyzed region is from -1kb upstream of transcription start sites (TSS) to +1.5kb downstream of transcription end sites (TES). (D, E) Representative IGV profiles at two NELFB bound genes *Actb* (D) and *Eif1* (E). Pol II ChIP-seq was average of 2 independent clones. RNA-seq was average of three independent clones. (F) Cumulative curves of Pol II traveling ratios for WT, MT194, MT486 and  $\Delta$ -C60 clones. (G) ChIP-qPCR that measured chromatin occupancy of WT NELFB, MT194 and MT486 at the *Actb* TSS and 1.5kb upstream of TSS. (H) Schematic illustration of generating NELFB-AID cells and testing NELFB mutants' activities using NELFB-AID cells. (I, J) ChIP-qPCR that measures chromatin occupancy of NELFC (H) or NELFE (I) at the *Actb* TSS, and 500bp, 1kb or 2kb downstream of TSS. NELFB-AID Cells with EV, WT and  $\Delta$ C-60 were treated with IAA for 6 hours. Two independent experiments were performed and the averages were calculated. (K) MA plot shows RNA-seq from WT and  $\Delta$ -C60 clones with three independent biological replicates.

Figure S4. NELFB-dependent transcriptome does not entirely depend on an intact TSS-bound NELF complex

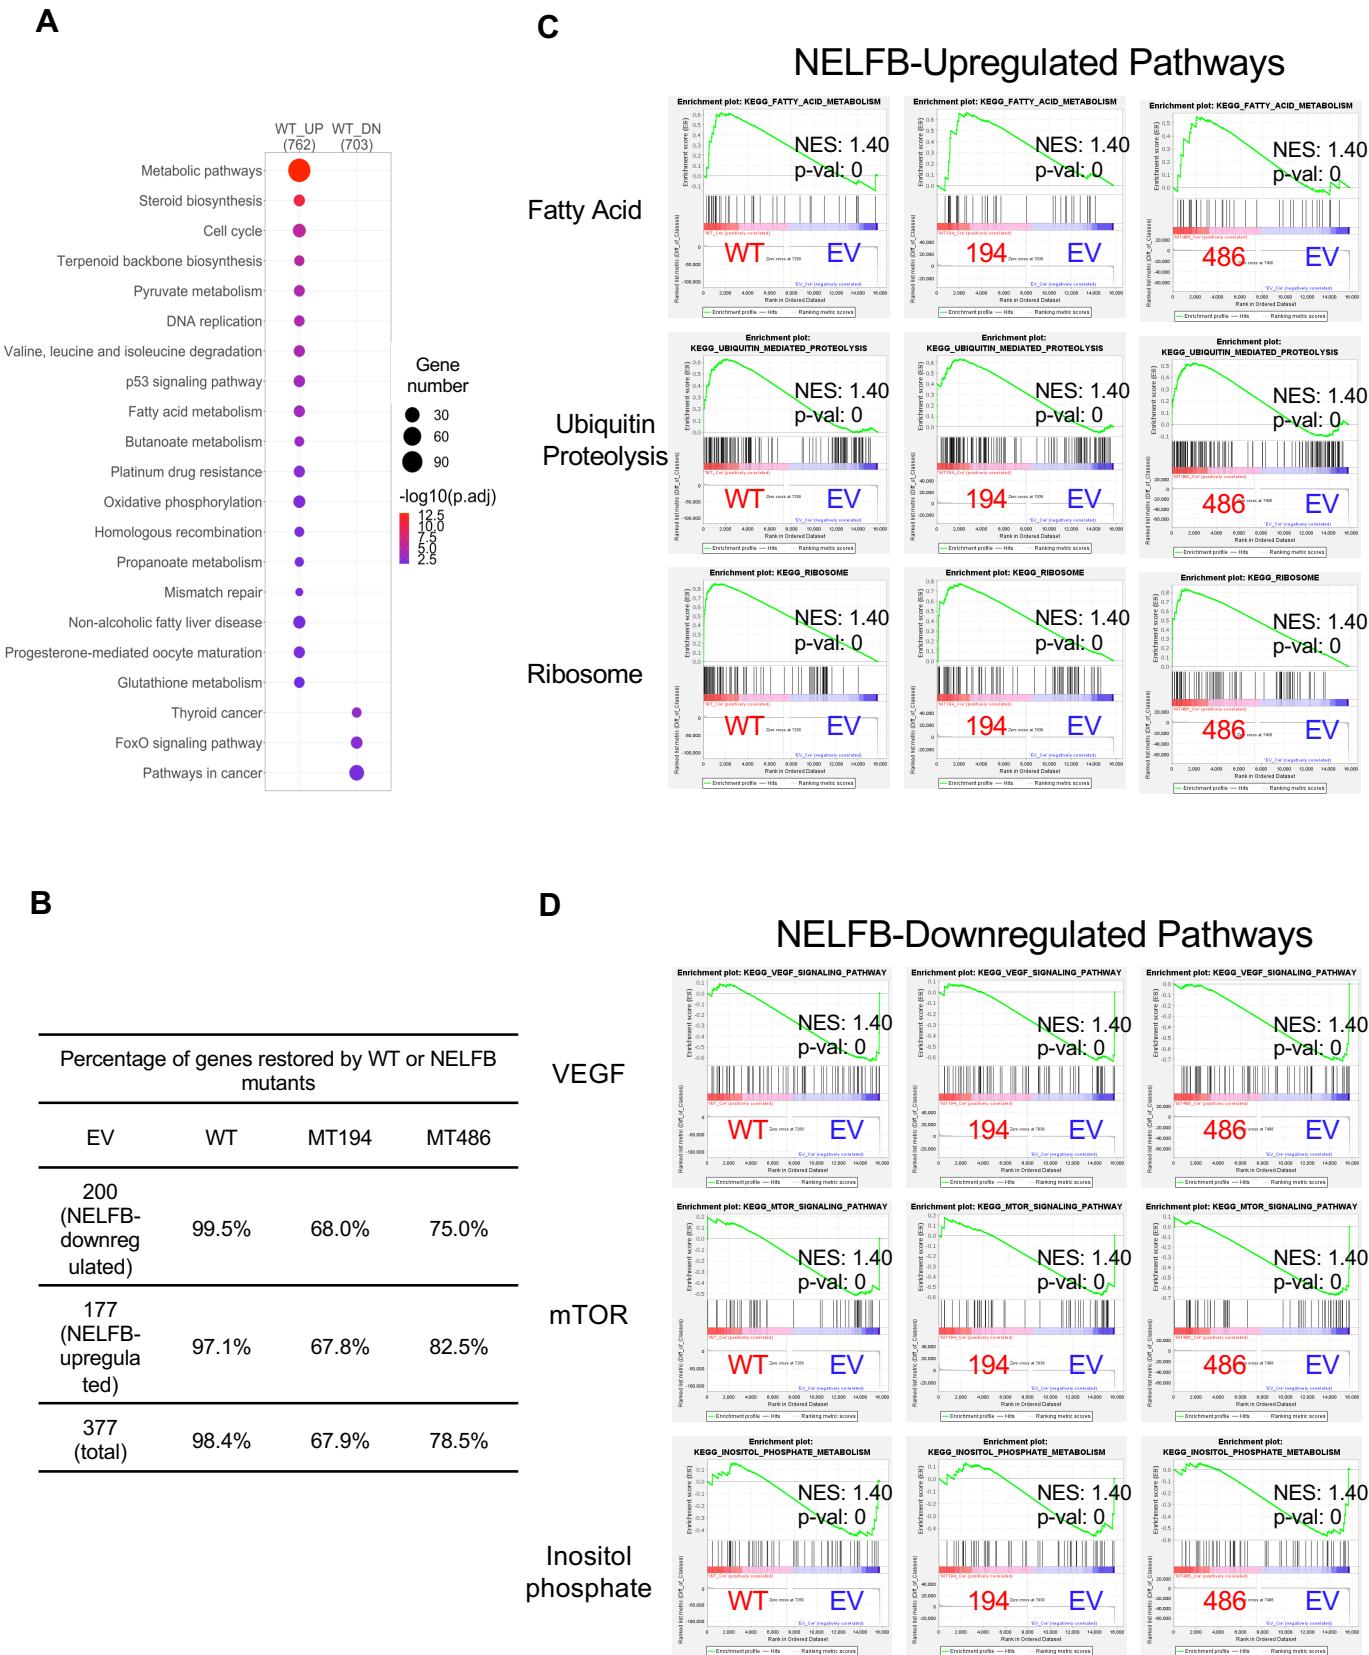

**Figure S4. NELFB-dependent transcriptome does not entirely rely on an intact TSS-bound NELF complex**

(A) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of NELFB-upregulated (762) and -downregulated genes (703), based on RNA-seq data from *Nelfb*<sup>f/f</sup> cells with EV or ectopic WT, treated with Cre-expressing adenovirus. The number of enriched genes is shown with different sizes and the p-val of the enrichment indicated with different colors. (B) Table showing the percentage of NELFB-downregulated or -upregulated genes (Fig. 3A) restored by WT, MT194 or MT486. 200 genes were NELFB-downregulated and 177 genes were NELFB-upregulated using a cut off of  $\text{abs}(\log 2\text{FoldChange}) > 1$  and adjusted p-val  $< 0.05$ . (C, D) GSEA of RNA-seq data between EV and WT, or EV and mutant cells on NELF-upregulated (C) and -upregulated (D) genes.

**Figure S5. NELFC binding-deficient mutants of NELFB are retained in the cytoplasm**

**NELFB**

**A**

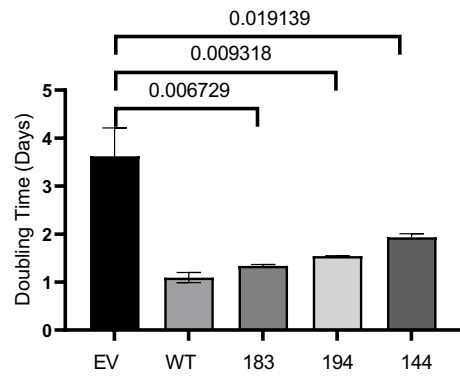

**B**

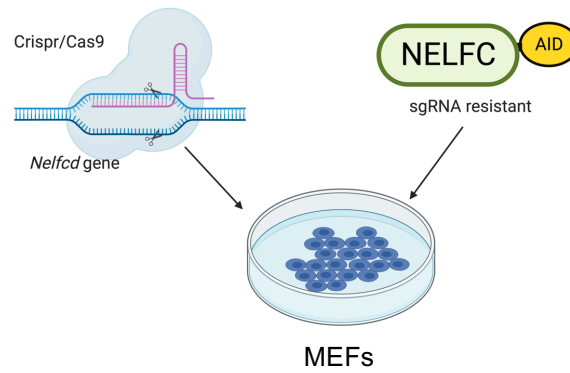

**C**

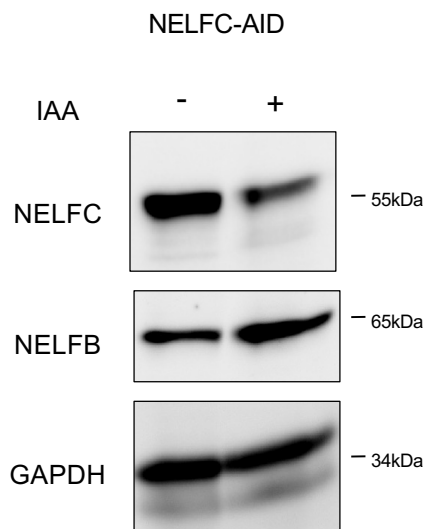

**Figure S5. NELFC binding-deficient mutants of NELFB are retained in the cytoplasm.**

(A) NELFB-AID stable cell lines that expressed EV, WT, MT183, and MT194 were treated with either PBS or IAA continuously. Cell proliferation was measured for 4 consecutive days. Doubling time was calculated using nonlinear regression of exponential (Malthusian) growth model. Statistical analysis was performed using multiple t test to compare mutant with EV, and p-val was indicated to the corresponding mutants. The results were average of 2 independent experiments. (B) Schematic illustration of NELFC-AID MEFs. (C) Western blotting of NELFC and NELFB in NELFC-AID cells after IAA treatment for 3 days. Representative result from three biological repeats was shown.

Figure S6. NELFB is physically associated with signaling molecules

A

| Cor      | PValue    | QValue    | label  | numCellLines |
|----------|-----------|-----------|--------|--------------|
| 0.593142 | 1.02E-131 | 8.66E-130 | ABL1   | 1378         |
| 0.579748 | 1.49E-124 | 1.01E-122 | MAPK1  | 1378         |
| 0.578505 | 6.61E-124 | 4.40E-122 | RELA   | 1378         |
| 0.571219 | 3.66E-120 | 2.13E-118 | AKT2   | 1378         |
| 0.564831 | 5.89E-117 | 3.08E-115 | PAK4   | 1378         |
| 0.56394  | 1.63E-116 | 8.37E-115 | AKT1   | 1378         |
| 0.558632 | 6.53E-114 | 3.11E-112 | PDPK1  | 1378         |
| 0.547061 | 2.14E-108 | 8.41E-107 | RAF1   | 1378         |
| 0.546105 | 5.97E-108 | 2.31E-106 | PAK2   | 1378         |
| 0.525575 | 1.04E-98  | 3.07E-97  | GRB2   | 1378         |
| 0.523569 | 7.69E-98  | 2.21E-96  | SH2B1  | 1378         |
| 0.521926 | 3.92E-97  | 1.10E-95  | NFATC3 | 1378         |
| 0.514158 | 7.71E-94  | 1.97E-92  | CAMKK2 | 1378         |
| 0.513166 | 2.00E-93  | 5.04E-92  | PIK3R2 | 1378         |
| 0.505711 | 2.36E-90  | 5.39E-89  | MAPK14 | 1378         |
| 0.502526 | 4.59E-89  | 1.01E-87  | IKBKG  | 1378         |
| 0.502488 | 4.76E-89  | 1.04E-87  | MTOR   | 1378         |

B

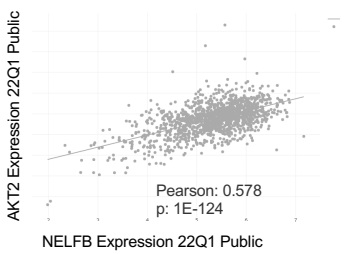

C

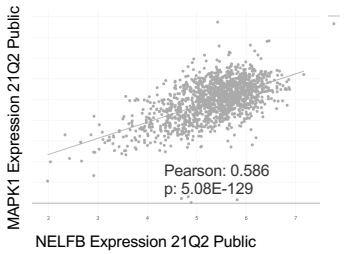

D

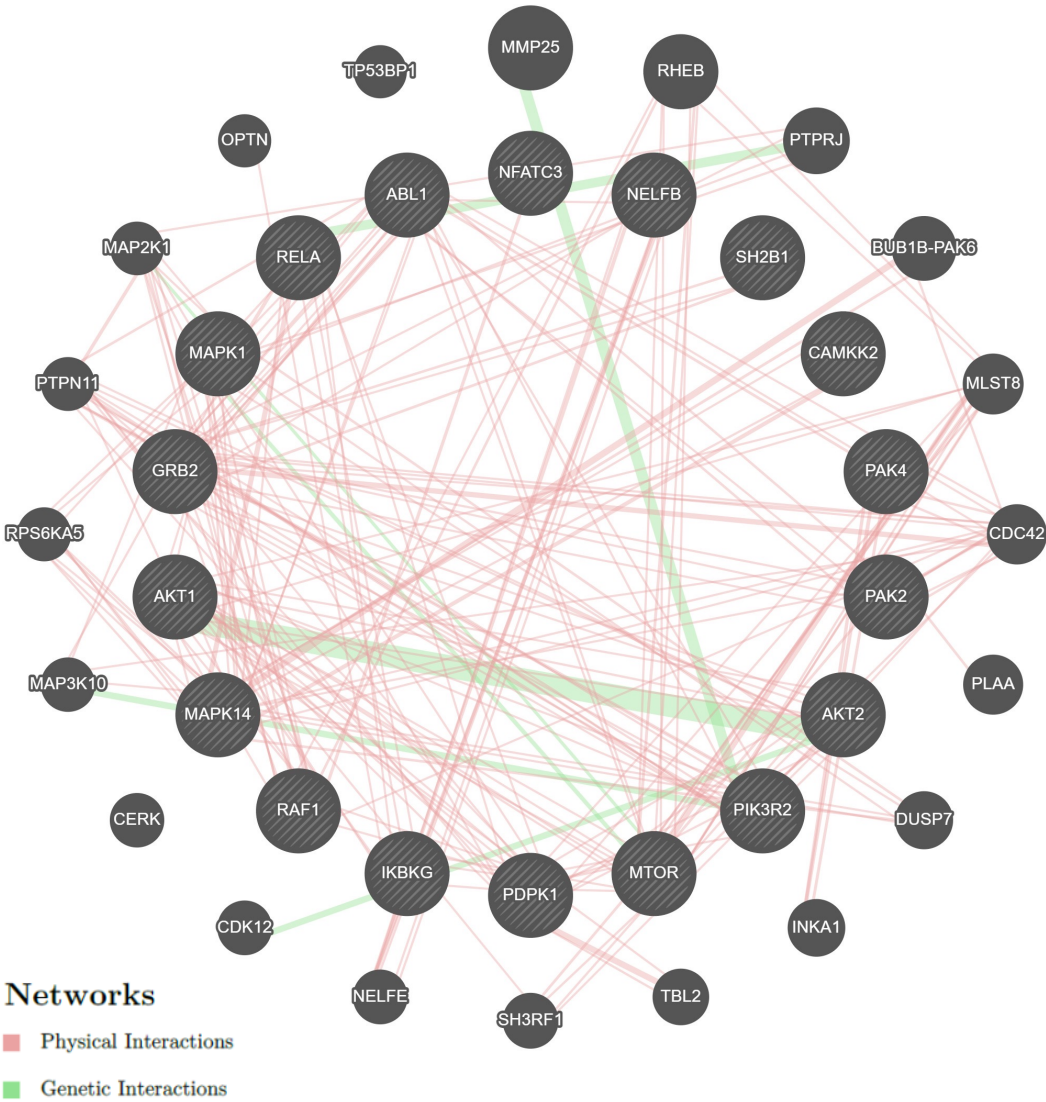

**Figure S6. NELFB is Physically Associated with Signaling Molecules.**

(A) Gene expression correlation between NELFB and 17 signaling molecules. The data was from DepMap Data Expression 21Q4 Public. (B, C) Correlation between NELF and AKT2 (B) or MAPK1 (C), using DepMap Data Expression 22Q1 Public. (D) Network interaction graph illustrating physical interactions (pink) and genetic interactions (green) for NELFB and the co-expressing signaling genes using GeneMANIA ([www.genemania.org](http://www.genemania.org)).

**Figure S7. NELFB supports pro-survival signal transduction**

**A**

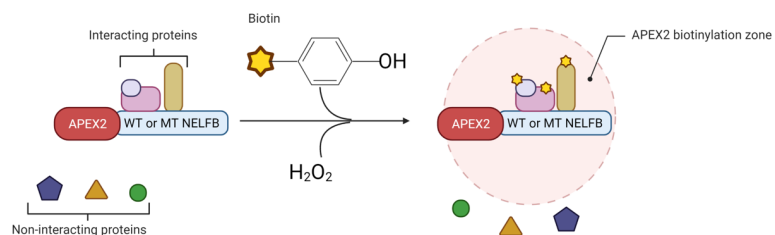

**B**

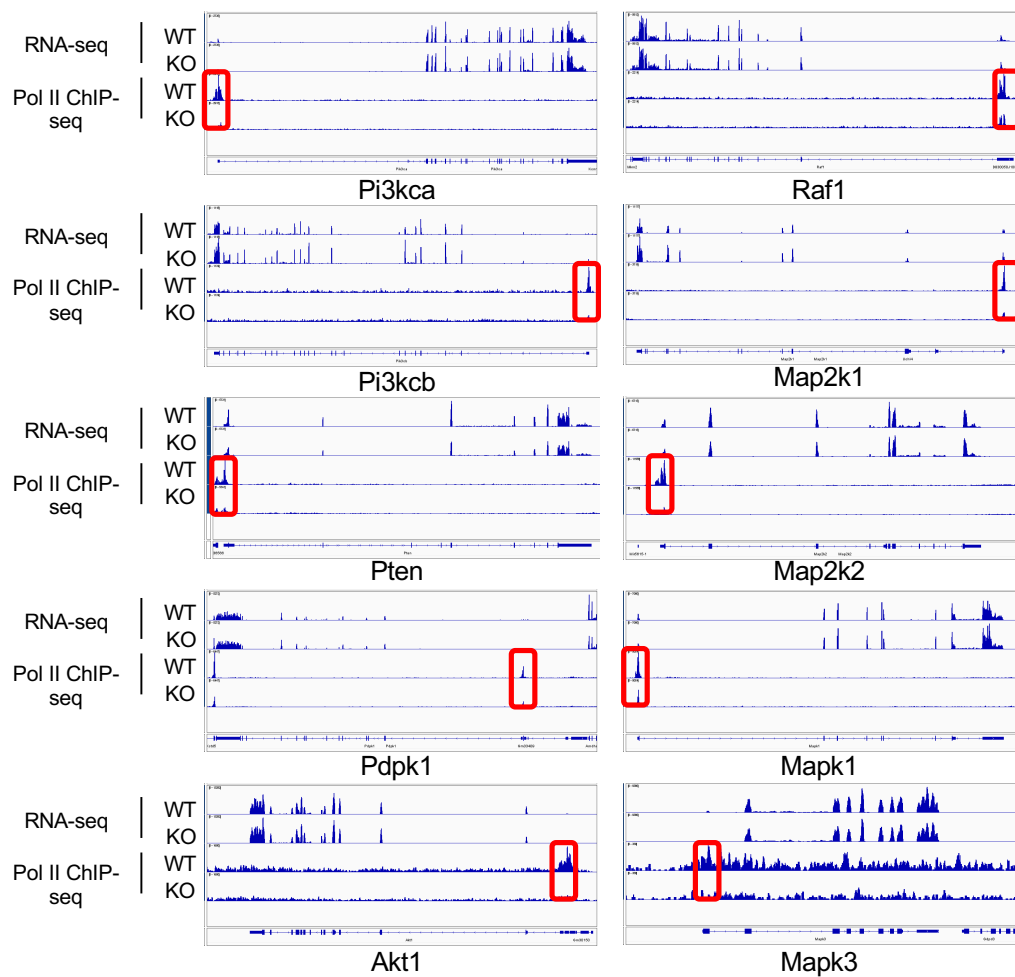

**C**

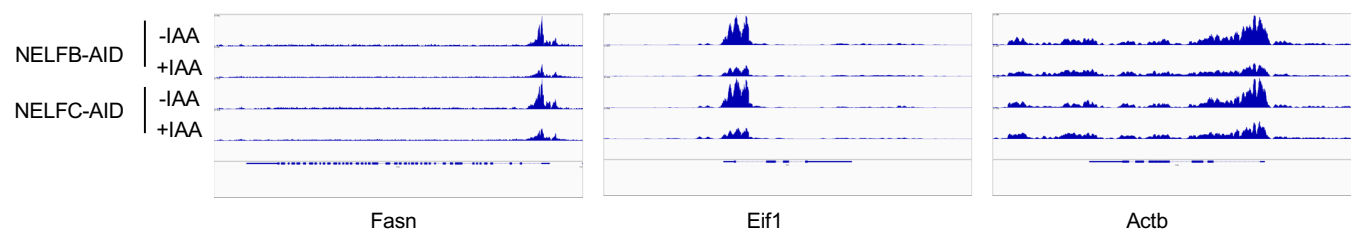

**D**

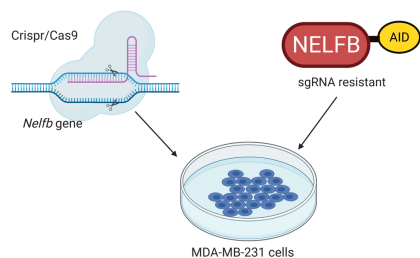

**Figure S7. NELFB supports pro-survival signal transduction.**

(A) Apex2-based proximity labeling. (B) IGV profiles showing RNA-seq and Pol II ChIP-seq data from WT and NELFB KO MEFs for genes directly involved in PI3K/AKT and MEK/ERK pathways. (C) IGV profiles showing Pol II ChIP-seq data from NELFB-AID and NELFC-AID cells following treatment of PBS or 0.5mM IAA for 6 hours. (D) Schematic illustration of generation of NELFB-AID-expressing MDA-MB-231 cells.

**Figure S8. AKT1's effects on Pol II occupancy in NELFB depleted cells**

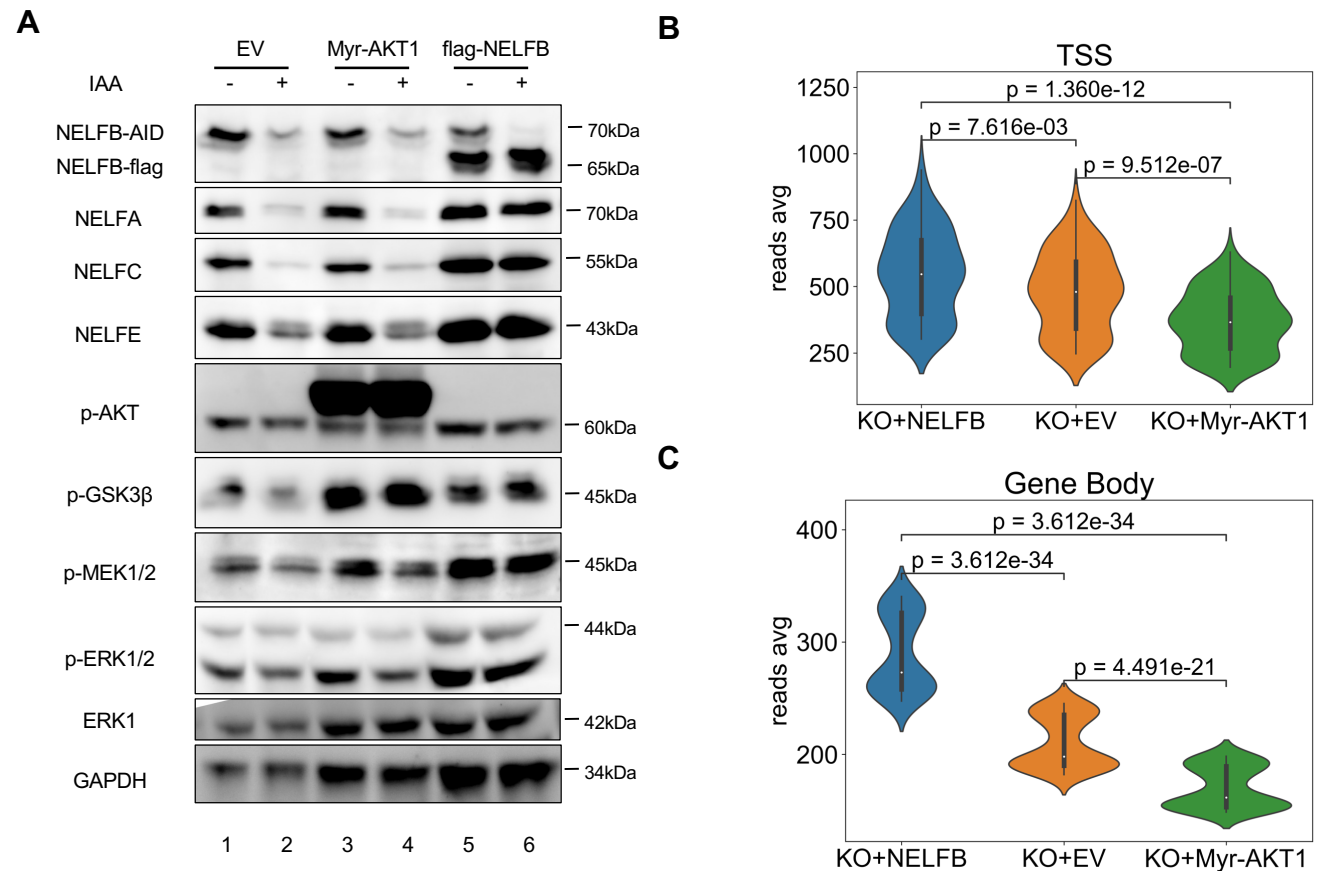

**Figure S8. AKT1's effects on Pol II occupancy in NELFB-depleted cells.**

(A) Stable NELFB-AID MEF cell lines expressing EV, Myr-AKT1 or flag-NELFB were treated with IAA and cell lysates were analyzed by western blotting. Representative images from 3 independent experiments are shown. (B, C) NELFB-AID MEFs overexpressing EV, Myr-AKT1 or NELFB were treated with IAA for 6 hours and Pol II occupancy in these cell lines was analyzed by ChIP-seq. Violin plot distributions of Pol II ChIP-seq reads at the TSS (−0.5 to +0.5kb, A) and GB (+0.5 to +2.5 kb, B) in EV, Myr-AKT1 or NELFB cells. Each cell line had three independent repeats. (D) Group hierarchies of NELF subunits at Eukaryota level. The graphs were generated using OrthoDB v10.1. (E) Prediction of Nuclear Export Signals (NES) for mouse and human NELFB using LocNES algorithm.

How the deposited data were processed for this re-analysis (not part of the article)

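RNA-seq gene counts of 35 libraries of Nelfb f/- MEFs were used. The populations gave 20 libraries in 10 groups of 2, each stably expressing EV, WT, MT194, MT486 or DMT and infected with adenovirus for Cre or for GFP. The single clones, made after Cre, gave 15 libraries in 5 groups of 3, labelled pLenti WT, MT194, MT486, WT(N48) and Δ-C60. Groups follow the sample labels, and DMT is the double mutant of the MT194 and MT486 interfaces.

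Before deposit, the authors aligned single reads of 50 bp to mm10 with Bowtie2, skipped alignments with a mapping quality under 30 and made the count values per gene with HTSeq, as their methods state. The paper's own tests used DESeq2 with shrunken log2 fold changes. The deposited values are whole-number counts, not normalized, for 24421 genes. Of the 5 summary lines that HTSeq adds for reads without a gene, 3 were at zero, and they were left out of library sizes and tests. They held 12.8% to 16.8% of the counts in replicate 1 and 16.2% to 22.2% in replicate 2 of the populations, and 10.1% to 13.0% in the clones.

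Library totals ran from 17969149 to 29080007 gene counts (median 21092518). Populations and clones were fitted apart, each over all its libraries, with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (13805 in the populations and 13223 in the clones), scaled by TMM, and tested with the robust quasi-likelihood F-test. Adjusted p values are those of edgeR by Benjamini-Hochberg, with a threshold of 0.05, and where stated the absolute log2 fold change had to pass 1. CPM stands for the usual counts-per-library unit of edgeR, scaled by the TMM-adjusted library size. Standard errors are those of the fitted log2 fold change.

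Comparisons were Cre against GFP within each construct, the difference of that effect between constructs as an interaction, each construct against EV with Cre, and clone groups against the WT clones. Comparisons of DMT with WT as an interaction, of DMT with MT194 and MT486, and of each construct with EV under GFP were added after the data were seen. The percent restored was computed from the ratio of counts of called genes and gene by gene. GRC followed the paper's formula, which leaves open what its log2 fold changes are taken against. Here they were taken against EV with Cre, and as an alternative each construct's own Cre against GFP was used.

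Replicate numbers were checked for pairing by the correlation, over genes, of deviations from the group mean. In the populations all 45 pairs of groups correlated (0.42 to 0.73), so a second fit took the number as a block.

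The 35 gene lists (4 to 73 genes) were written before the data were examined, as were the comparisons and the first set of alternatives. The markers of skeletal muscle had too few genes measured in the populations and were tested in the clones alone, where they did not pass in any comparison. All were tested with camera (inter-gene correlation of 0.01) on voom values in limma 3.58.1, and with an estimated correlation and with fry. Lists of epithelial, macrophage and endothelial markers hold genes seen in the paper's tables. In list counts, "adjusted over the list alone" means that Benjamini-Hochberg was applied within the list.

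Named genes were those the paper names in its text or in Fig. 2C, S3D, S3E or S7B, and up to 4 members with the smallest p of each list described. For Cre against GFP in EV, WT against EV with Cre and each clone comparison, they were also the 10 rising and the 10 falling called genes with the largest log2 fold change. These had to have a mean of at least 100 scaled counts over the libraries compared and no overlap between the groups, and gene models named only Gm or Rik were left out. The first lines of the paper's Tables S2 to S5 and its figures had been seen when this rule was written.

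Alternatives were DESeq2 1.42.0 (Wald test, also with shrunken log2 fold changes), median-of-ratios normalization, no filter, at least 10 counts in every library, only the libraries compared, the block, each library left out, a log2 fold change over 0.5, no DMT libraries, other references for GRC and both sets of WT clones together. Added after the data were seen were DESeq2 on only the libraries compared, DESeq2 with the block, no pLenti WT clones 1 and 3, and MT486 clones 1 and 2 summed.

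The pipeline was tested on simulated counts at the depth and spread of the data, with 100 genes changed by a log2 fold change of 1 and 100 by 2. Simulated libraries varied independently, without the shared deviations of a replicate number. The called genes of each clone comparison were recounted over all 10 splits of its 6 libraries into 3 and 3. The ChIP-seq data were not among the files used here, so nothing was computed from them.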

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

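The tests of explanations in this part were all chosen after the results were seen, whereas the comparisons of constructs and clones were set before, apart from the interaction of DMT with WT and the comparisons of DMT with MT194 and MT486.

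The effect of Cre differed between WT and EV for 94 genes. It differed between EV and MT194, MT486 or DMT for 1 gene each, Nelfb, which the constructs supply, at 4.15 for DMT (standard error 0.29, adjusted p = 4.3e-05). Between DMT and WT it differed for 19 genes (580 upward and 641 downward with the block), with −3.30 for Lipg and −1.99 for Nsdhl. The paper does not report the DMT populations, in which Cre changed 1493 genes (5625 with the block), or a comparison of the WT(N48) with the pLenti WT clones (278 genes) or of the MT194 with the pLenti WT clones (385 genes). The count of 1493 was 697, 668, 795 and 518 without DMT-Cre replicate 1, DMT-Cre replicate 2, DMT-GFP replicate 1 and DMT-GFP replicate 2. In the MT194 clones the noncoding RNA gene Gas5 was lower (−2.28, adjusted p = 0.014) and the growth arrest gene Gas6 higher (6.72, standard error 1.31, adjusted p = 0.029). The count of 385 was 37, 3 and 0 without pLenti WT clones 1, 2 and 3, and 0 and 97 without MT194 clones 1 and 2. That of 278 was 12, 82 and 10 without pLenti WT clones 1, 2 and 3, and 26, 28 and 606 without WT(N48) clones 1, 2 and 3. The MT486 clones had 0 genes called by edgeR against the pLenti WT clones (1176 at an unadjusted p under 0.05, 165 by DESeq2).

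The Δ-C60 clones differ from the pLenti WT clones in 1108 genes and from the WT(N48) clones in 0 (1540 at an unadjusted p under 0.05 with edgeR, 235 by DESeq2). Low Nelfb mRNA in pLenti WT clones 1 and 3 would give these genes the effect of the knockout, if it acts in clones as it does 7 days after Cre. Over 1088 of the genes the effect of Cre in EV, signed that way, had a median of −0.17 (−0.21 to −0.13, bootstrap over genes) and 36.1% had its direction. Genes are not independent replicates, so the interval leaves out the variation between clones and between libraries. The median and the share argue against such an early effect as the whole cause. Insig1 and Fdps, at −3.57 and −3.69 with Cre in EV, did go that way. Over the pLenti WT clones they stood at 27.3 ± 1.29 and 22.4 ± 2.39 CPM (SD, n = 3), although clone 2 had 109 CPM of Nelfb. The MT194 clones, with high Nelfb, had 25.4 and 15.4 CPM, and the MT486 clones 33.9 and 25.4. The WT(N48) clones had 126 and 77.6, and the Δ-C60 clones 91.0 and 67.6. For Insig1 and Fdps these values argue against low Nelfb mRNA as the cause. What low Nelfb does to other genes in clones grown for longer was not tested. A difference between the pBabe and pLenti clone sets that needs no deletion of the C-terminus is in the data, with 278 genes between the sets labelled WT NELFB, although these sets also differ in Nelfb mRNA, at 10.3 and 15.5 CPM in pLenti WT clones 1 and 3. An effect of the deletion itself on some genes stays open beside it, since the sets also differ in vector and history. The 6 clones of each comparison allow 10 splits, so that the share of splits with as many calls is never under 0.1 (the real and the highest other count are 0 and 742 for Δ-C60 with WT(N48), with 10 splits as large, 1108 and 2 for Δ-C60 with pLenti WT, 385 and 0 for MT194, 0 and 0 for MT486, again with 10, and 278 and 0 for WT(N48), with 1 split as large where the count was above 0). The 742 genes were called when WT(N48) clones 1 and 2 stood with Δ-C60 clone 2. That split was singled out as the highest, the other splits of these clones gave at most 8 genes, and its cause was not tested.

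The DMT populations keep most of the effect that Cre has in EV, with a median of 1.35 over the 453 rising genes and −1.31 over the 447 falling genes, and 558 of 900 genes still called. Less transgene is argued against, since Nelfb was higher in DMT than in MT194 with Cre, at a log2 fold change of 0.76 (0.37 to 1.15). A stronger loss of function in the double mutant stays open as the biological explanation, as does NELFB protein that does not follow the mRNA, which these data do not measure. Between DMT and MT194 with Cre edgeR called 0 genes (414 at an unadjusted p under 0.05, 27 by DESeq2, 84 and 90 with the block), and between DMT and MT486 it called 3 (830, 73 by DESeq2, 395 and 319 with the block).

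The effect of Cre in the MT194 and MT486 populations was smaller than in EV. A larger spread between libraries in place of a smaller effect is argued against, since the slope on EV was at most 0.704 times that of EV itself (lowest 0.575). The genes were called on EV, which can raise the EV slope. The slopes with DMT, whose effect of Cre did not enter that call, were 0.736 and 0.957 for replicates 1 and 2. They lay above those with MT194 and MT486 for the same replicate. A mixture of fully affected and unaffected cells would give rising and falling genes the same share of the EV effect on the linear scale, and the share of falling genes lay above that of rising genes by 0.157 with MT194 (0.228 and 0.0854 in the replicates) and by 0.248 with MT486 (0.333 and 0.163). These shares were taken over the 361 genes that rose and the 372 that fell with Cre in DMT by a log2 fold change over 1, so the DMT shares carry that choice. In the WT replicates the difference was 0.263 and 0.361. The same difference was 0.203 and 0.226 in the DMT replicates, a comparison added after these values were seen, without which the first rule would have excluded the mixture for MT486, so that a mixture and a partial function in every cell cannot be told apart here. Partial function of the mutants is the biological explanation and remains untested beyond this.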

How the results depend on the processing

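The signs of genes that do not pass can change with the setting. In Δ-C60 against WT(N48), for example, Acta2 went from 0.95 (adjusted p = 0.88 from edgeR) to −0.31 with the block (adjusted p = 0.98). Among the named genes and list tests counted at the end of this part, under the settings given there, none reversed its direction where a gene passed with either setting or a list with both. The percent restored from the ratio of counts did change sign with DMT, from 18.6 to −95.4 when only the libraries compared were fitted, and to −3.76, −47.3, −11.8 and −32.2 without EV-Cre replicate 1, EV-Cre replicate 2, EV-GFP replicate 1 and EV-GFP replicate 2. The order of MT194 and MT486 also turned when only the libraries compared were fitted, from 61.9 and 77.7 to 100 and 97.9. In the populations the replicate numbers pair the libraries, and the block raised most counts. Apart from the calls printed beside the results, the block added Actb in EV (adjusted p = 0.0020 from edgeR) and moved 10 list tests by camera across the threshold. It ended those of p53 targets (adjusted p = 0.058) and endothelial markers (0.12) for Cre in EV. With Cre against EV, it ended those of epithelial markers with WT (0.068) and MT486 (0.081), replication histones with MT194 (0.086), and neural markers with MT194 (0.063) and DMT (0.092). It added ribosomal proteins (0.022) and cartilage and bone markers (0.043) with MT486, and fibroblast markers (0.0038) with DMT. Among the named genes and list tests of the populations it changed no other call. In the clones only 3 of 30 correlations between deviations of the same number lay above 0.1 (−0.29 to 0.41), so they share only a number and their block values stand here alone. In the simulated counts the interaction recovered 5% of genes with a difference of 1, so an interaction with few calls leaves differences of that size open. Leaving out a library left an arm with a single library in the populations, which is assumed to vary like the others. The cause was not tested for any of the changes below, except that a fit over only the libraries compared has fewer libraries to estimate the spread from.

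The reported fits gave these counts of genes for Cre against GFP (EV 1791, WT 3, MT194 620, MT486 350, DMT 1493) and past a log2 fold change of 1 (EV 900, WT 3, MT194 343, MT486 201, DMT 733). The reported fits gave for an interaction WT with EV 94, MT194 with EV 1, MT486 with EV 1, DMT with EV 1, MT194 with WT 0, MT486 with WT 0 and between constructs with Cre WT and EV 1105, MT194 and EV 31, MT486 and EV 50, DMT and EV 1, MT194 and MT486 10. Between clones the reported fits gave Δ-C60 and WT(N48) 0, Δ-C60 and pLenti WT 1108, MT194 and pLenti WT 385, MT486 and pLenti WT 0, WT(N48) and pLenti WT 278. The reported fits, in percent of genes, gave from the ratio of counts (WT 99.7, MT194 61.9, MT486 77.7, DMT 18.6), gene by gene (WT 99.7, MT194 68.3, MT486 80.3, DMT 38.0), with an interaction called toward 0 (WT 9.22, MT194 0.11, MT486 0.11, DMT 0.11), with a GRC of 0.5 or more (MT194 36.7, MT486 55.2, DMT 8.75). The 0.11 for MT194, MT486 and DMT is Nelfb alone, which the constructs supply. Of the signaling genes in EV, 2 passed. The reported fits called these numbers of lists (EV, Cre against GFP 18, WT 17, MT194 19, MT486 15, DMT 16).

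The replicate block gave these counts of genes for Cre against GFP (EV 5935, WT 775, MT194 3687, MT486 3204, DMT 5625) and past a log2 fold change of 1 (WT 120, MT194 744, MT486 586, DMT 1215). The replicate block gave for an interaction WT with EV 2388, MT194 with EV 137, MT486 with EV 409, MT194 with WT 378, MT486 with WT 32 and between constructs with Cre WT and EV 5531, MT194 and EV 1802, MT486 and EV 2470, DMT and EV 57, MT194 and MT486 643. Between clones the replicate block gave Δ-C60 and pLenti WT 718, MT194 and pLenti WT 52, WT(N48) and pLenti WT 102. The replicate block, in percent of genes, gave from the ratio of counts (WT 91.1, MT194 44.6, MT486 56.4, DMT 9.60), gene by gene (WT 93.8, MT194 59.3, MT486 68.3, DMT 34.4), with an interaction called toward 0 (WT 52.8, MT194 7.37, MT486 15.7), with a GRC of 0.5 or more (MT194 40.0, DMT 14.6). Of the signaling genes in EV, 5 passed.

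Fitting only the libraries compared gave these counts of genes for Cre against GFP (EV 239, WT 1, MT194 0, MT486 5, DMT 489) and past a log2 fold change of 1 (EV 239, WT 1, MT194 0, MT486 5, DMT 467). Fitting only the libraries compared gave for an interaction WT with EV 10, MT194 with EV 0, MT486 with EV 0 and between constructs with Cre WT and EV 371, MT194 and EV 0, MT486 and EV 1, DMT and EV 0, MT194 and MT486 0. Between clones fitting only the libraries compared gave Δ-C60 and pLenti WT 79, MT486 and pLenti WT 69, WT(N48) and pLenti WT 567. Fitting only the libraries compared, in percent of genes, gave from the ratio of counts (MT194 100, MT486 97.9, DMT −95.4), gene by gene (MT194 100, MT486 97.9, DMT 17.6), with an interaction called toward 0 (WT 4.18, MT194 0, MT486 0), with a GRC of 0.5 or more (MT194 32.1, MT486 47.8). Of the signaling genes in EV, 0 passed.

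DESeq2 with shrunken log2 fold changes gave these counts of genes past a log2 fold change of 1 (EV 591, WT 20). DESeq2 with shrunken log2 fold changes, in percent of genes, gave from the ratio of counts (WT 96.6, MT194 51.1, MT486 64.6, DMT 11.2), gene by gene (WT 97.3, MT194 61.1, MT486 71.7, DMT 34.2).

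DESeq2 with its Wald test gave these counts of genes for Cre against GFP (WT 73, MT194 1075, MT486 853) and past a log2 fold change of 1 (WT 26, MT486 358). DESeq2 with its Wald test gave for an interaction WT with EV 428, MT194 with EV 18, MT486 with EV 38.0, MT194 with WT 67, MT486 with WT 4 and between constructs with Cre WT and EV 1840, MT194 and EV 292, MT486 and EV 487, DMT and EV 5, MT194 and MT486 78. Between clones DESeq2 with its Wald test gave Δ-C60 and WT(N48) 235, Δ-C60 and pLenti WT 2073, MT194 and pLenti WT 1168, MT486 and pLenti WT 165, WT(N48) and pLenti WT 1171. DESeq2 with its Wald test, in percent of genes, gave from the ratio of counts (WT 97.5, MT194 54.0, MT486 65.1, DMT 15.0), gene by gene (WT 97.9, MT194 63.1, MT486 72.3), with an interaction called toward 0 (WT 23.4, MT194 1.46, MT486 2.53), with a GRC of 0.5 or more (DMT 11.5).

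Leaving out the DMT libraries gave these counts of genes for Cre against GFP (WT 1, MT486 219) and past a log2 fold change of 1 (WT 1). Leaving out the DMT libraries gave for an interaction WT with EV 34 and between constructs with Cre MT194 and EV 9, MT486 and EV 22, MT194 and MT486 4. Leaving out the DMT libraries, in percent of genes, gave from the ratio of counts (MT486 82.2), gene by gene (MT486 83.8), with an interaction called toward 0 (WT 4.18).

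A threshold of 0.5 in place of 1 gave these counts of genes past that threshold (EV 1626, MT194 582, MT486 334, DMT 1369). No filter on low counts gave for an interaction WT with EV 52, MT486 with EV 2. Between clones no filter on low counts gave MT194 and pLenti WT 174, MT486 and pLenti WT 1. No filter on low counts, in percent of genes, gave with an interaction called toward 0 (WT 6.01). Between clones asking for at least 10 counts in every library gave MT486 and pLenti WT 1. Asking for at least 10 counts in every library, in percent of genes, gave from the ratio of counts (MT486 74.4), gene by gene (MT194 64.4, MT486 76.6), with an interaction called toward 0 (WT 13.3). Between clones taking both sets of WT clones together gave a count of 0 for Δ-C60 against these 6. Each construct's own Cre against GFP as the reference, in percent of genes, gave with a GRC of 0.5 or more (MT194 42.7, MT486 70.9). Camera with an estimated correlation called these numbers of lists (EV, Cre against GFP 4, WT 0, MT194 0, MT486 0, DMT 0). Fry called these numbers of lists (MT194 8, MT486 8, DMT 1).

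Some settings were added after the data were seen. DESeq2 with the replicate block gave these counts of genes for Cre against GFP (EV 5562, WT 1030, MT194 3404, MT486 3043, DMT 5223) and past a log2 fold change of 1 (WT 116, MT194 674, MT486 540, DMT 1119). DESeq2 with the replicate block gave for an interaction WT with EV 2474, MT194 with EV 310, MT486 with EV 631, DMT with EV 5, MT194 with WT 533, MT486 with WT 88 and between constructs with Cre WT and EV 5134, MT194 and EV 1842, MT486 and EV 2439, DMT and EV 174, MT194 and MT486 777. Between clones DESeq2 with the replicate block gave Δ-C60 and WT(N48) 192, Δ-C60 and pLenti WT 1975, MT194 and pLenti WT 1088, MT486 and pLenti WT 153, WT(N48) and pLenti WT 1158. DESeq2 with the replicate block, in percent of genes, gave from the ratio of counts (WT 90.9, MT194 47.0, MT486 57.5, DMT 12.0), gene by gene (WT 93.5, MT194 59.7, MT486 68.9), with an interaction called toward 0 (WT 56.7, MT194 12.5, MT486 22.7), with a GRC of 0.5 or more (MT194 41.2, DMT 14.8). Of the signaling genes in EV, 5 passed. DESeq2 on only the libraries compared gave these counts of genes for Cre against GFP (EV 982, WT 242, MT194 251, DMT 928) and past a log2 fold change of 1 (WT 55). DESeq2 on only the libraries compared gave for an interaction WT with EV 415, MT194 with EV 6, MT486 with EV 7, MT194 with WT 25, MT486 with WT 10 and between constructs with Cre MT486 and EV 202. Between clones DESeq2 on only the libraries compared gave Δ-C60 and WT(N48) 67, MT194 and pLenti WT 2013, MT486 and pLenti WT 1047, WT(N48) and pLenti WT 2069. DESeq2 on only the libraries compared, in percent of genes, gave from the ratio of counts (WT 93.3, MT194 69.5, MT486 72.0, DMT 12.2), gene by gene (WT 95.1, MT194 72.1, MT486 74.6, DMT 33.9), with an interaction called toward 0 (WT 34.7, MT194 0.73, MT486 0.85). Of the signaling genes in EV, 1 passed. Shrinking the log2 fold changes of DESeq2 on only the libraries compared gave these counts of genes past a log2 fold change of 1 (WT 11, MT194 210). Shrinking the log2 fold changes of DESeq2 on only the libraries compared, in percent of genes, gave from the ratio of counts (WT 98.4, MT194 68.8, DMT 13.8), gene by gene (WT 98.4, MT194 71.6). Between clones leaving out pLenti WT clones 1 and 3 gave Δ-C60 and pLenti WT 3, MT194 and pLenti WT 1, MT486 and pLenti WT 1, WT(N48) and pLenti WT 2. Between clones summing MT486 clones 1 and 2 as one library gave Δ-C60 and pLenti WT 706, MT194 and pLenti WT 94, WT(N48) and pLenti WT 61.

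Leaving out each library in turn gave these counts of genes for Cre against GFP (EV 735 to 1064, WT 0 to 1, MT194 189 to 294, MT486 76 to 128, DMT 518 to 795) and past a log2 fold change of 1 (EV 490 to 692, WT 0 to 1, MT194 149 to 231, MT486 67 to 107, DMT 353 to 529). Leaving out each library in turn gave for an interaction WT with EV 5 to 40, MT194 with EV 1 throughout, MT486 with EV 1 to 2, DMT with EV 1 throughout, MT194 with WT 0 throughout, MT486 with WT 0 to 1 and between constructs with Cre WT and EV 173 to 670, MT194 and EV 1 to 4, MT486 and EV 1 to 7, DMT and EV 1 throughout, MT194 and MT486 1 to 7. Between clones leaving out each library in turn gave Δ-C60 and WT(N48) 0 to 313, Δ-C60 and pLenti WT 100 to 1791, MT194 and pLenti WT 0 to 346, MT486 and pLenti WT 0 to 14, WT(N48) and pLenti WT 10 to 606. Leaving out each library in turn, in percent of genes, gave from the ratio of counts (WT 99.4 to 100, MT194 34.1 to 83.1, MT486 65.7 to 92.5, DMT −47.3 to 60.1), gene by gene (WT 99.4 to 100, MT194 54.9 to 85.0, MT486 73.1 to 93.3, DMT 26.3 to 66.4), with an interaction called toward 0 (WT 0.60 to 6.32, MT194 0.11 to 0.20, MT486 0.11 to 0.22, DMT 0.11 to 0.20), with a GRC of 0.5 or more (MT194 29.2 to 51.3, MT486 44.8 to 68.7, DMT 4.68 to 19.7). Of the signaling genes in EV, 0 to 2 passed. Leaving out each library in turn called these numbers of lists (EV, Cre against GFP 17 to 20, WT 14 to 18, MT194 14 to 18, MT486 13 to 15, DMT 13 to 15).

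List tests that stayed on their side of the threshold, by setting, were camera with an estimated correlation 89 of 170 (81 no longer past the threshold, 0 newly past it), fry 126 of 170 (38 no longer past the threshold, 6 newly past it), leaving out 1 library 598 of 680 (55 no longer past the threshold, 27 newly past it), replicate block 160 of 170 (7 no longer past the threshold, 3 newly past it). Named genes that stayed on their side of the threshold, by setting, were at least 10 counts in every library 86 of 86, DESeq2 on only the libraries compared 119 of 120 (1 no longer past the threshold, 0 newly past it), DESeq2 on only the libraries compared, shrunken log2 fold changes 59 of 60 (1 no longer past the threshold, 0 newly past it), DESeq2 Wald test 120 of 120. Further settings gave DESeq2 with replicate block 116 of 120 (0 no longer past the threshold, 4 newly past it), DESeq2 with shrunken log2 fold changes 38 of 38, leaving out 1 library 367 of 600 (233 no longer past the threshold, 0 newly past it), median-of-ratios normalization 119 of 120 (1 no longer past the threshold, 0 newly past it). Further settings gave MT486 clones 1 and 2 summed as one library 34 of 60 (26 no longer past the threshold, 0 newly past it), no filter on low counts 97 of 120 (23 no longer past the threshold, 0 newly past it), only the libraries compared 98 of 119 (21 no longer past the threshold, 0 newly past it), replicate block 85 of 120 (31 no longer past the threshold, 4 newly past it). Further settings gave without pLenti WT clones 1 and 3 2 of 60 (58 no longer past the threshold, 0 newly past it), without the DMT libraries 60 of 60.

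No count or share changed beyond these bounds with median-of-ratios normalization, with GRC genes past a log2 fold change of 0.5 in both comparisons, or with the signaling genes adjusted over their list alone.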

Differences from the paper's values

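At an adjusted p of 0.05 and a log2 fold change over 1, 453 genes were higher and 447 lower with Cre in EV. The paper's legend gives 200 NELFB-downregulated and 177 NELFB-upregulated genes. A count is taken as within bounds where neither value is more than 1.5 times the other. Of the settings set before the data were examined, leaving out EV-Cre replicate 2 (269), EV-GFP replicate 1 (298) or EV-GFP replicate 2 (235) brought the higher count within the bounds of the paper's 200, and no other did. For the lower count, fitting only the libraries compared (132) and leaving out EV-Cre replicate 2 (221) did, and no other. With ectopic WT the count was 3, against about 6 in the paper (Fig. 3B, read by eye), and no setting set before came within bounds. With MT194 it was 343, against about 120 (Fig. 3C, read by eye), and leaving out MT194-GFP replicate 1 (149) came within bounds while no other setting did. With MT486 it was 201, against about 81 (Fig. 3D, read by eye), and leaving out any of its 4 libraries (67, 67, 93 and 107) came within bounds while no other setting did. The paper's tables give s-values, which were not computed here. DESeq2 on only the libraries compared with shrunken log2 fold changes, chosen after the values were seen, gave 325 higher and 347 lower in EV, 11 with WT, 210 with MT194 and 159 with MT486.

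The direction of the paper's counts is not settled. The part held of the paper's Table S2, 1998 of 16724 genes sorted by the fold of GFP over Cre, has 177 genes below −1 with an s-value under 0.05, and all 177 were higher with Cre here (164 called), whereas the legend gives this number to the NELFB-upregulated genes. In the other direction the counts here would be 453 beside 177 and 447 beside 200. Of the settings set before, leaving out EV-GFP replicate 2 (235) would then be the only one within bounds of 177, and those within bounds of 200 would be leaving out EV-Cre replicate 2 (221) or EV-GFP replicate 2 (299) and DESeq2 with shrunken log2 fold changes (283). The corresponding genes of Tables S3, S4 and S5 (71, 42 and 6) were all higher with Cre as well (63, 35 and 3 called).

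The paper states that the mRNA of the signaling molecules was unaffected by loss of NELFB. Of the 10 genes, 8 did not pass in EV, and Map2k1 (0.97, adjusted p = 0.026) and Pik3cb (0.74, adjusted p = 0.0086) were higher with Cre. The legend calls Cdkn1a NELFB-downregulated and Fasn NELFB-upregulated. With Cre in EV, Cdkn1a rose by 2.24 (adjusted p = 0.00058) and Fasn fell by 1.33 (adjusted p = 0.00025), both in the stated direction, and neither passed between Δ-C60 and either set of WT clones. The same legend gives Actb as not dependent on NELFB. In EV replicates 1 and 2, Actb stood at 1853.5 and 1357.4 CPM with Cre against 1278.5 and 978.73 with GFP. It passed in EV with the replicate block but not in the main edgeR fit. With ectopic WT it stood at 1361 and 1096 CPM with Cre against 1313 and 1013 with GFP.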

Other observations

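No explanation is tested in this part, the lists were set beforehand, and the comparison of clone pairs within groups was chosen after the results were seen.

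With Cre in EV, further lists held genes that rose (n = 2 libraries each). Of 20 SRF and YAP targets 15 rose (17 when adjusted over the list alone), with 2.22 for the actin-binding Tagln (adjusted p = 0.00027) and a camera adjusted p of 5.3e-14 (adjusted p = 0.045 with an estimated correlation). Of 30 immediate-early genes 16 rose (20 and 1 lower when adjusted over the list alone), with 1.74 for Myc (adjusted p = 3.3e-05) and 2.33 for the MAP kinase phosphatase gene Dusp4 (adjusted p = 0.00020), and of 30 interferon-stimulated genes 12 rose (19 when adjusted over the list alone, 25 with the block), with 2.90 for Oas2 (adjusted p = 0.0016). Of 17 NRF2 targets 9 rose (11 when adjusted over the list alone, 14 with the block), with 1.81 for Hmox1 (adjusted p = 0.0019), and of 31 replication histone genes 9 rose (12 when adjusted over the list alone, 17 with the block), with 2.89 for Hist1h4h (adjusted p = 4.4e-05). The camera adjusted p of these lists ran from 2.9e-12 to 1.1e-07, and with an estimated correlation they had adjusted p = 0.14, 0.22, 0.14 and 0.12. Of 25 p53 targets 9 rose and 4 fell (11 and 4 when adjusted over the list alone), with 2.16 for Plk2 and −1.67 for Sesn1, and of 18 genes of the unfolded protein response 4 rose (5 when adjusted over the list alone, 7 higher and 4 lower with the block), with 2.10 for Trib3.

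Of the 30 interferon-stimulated genes, 14 rose with MT194 (26 when adjusted over the list alone, 27 with the block), 12 with MT486 (27 and 27) and 6 with DMT (8 higher and 1 lower when adjusted over the list alone, 24 and 1 with the block), and edgeR called 0 with WT (5 when adjusted over the list alone, 10 with the block). The list had a camera adjusted p of 1.2e-20, 5.1e-23, 2.1e-07 and 2.7e-15 in that order (adjusted p = 0.089, 0.068, 0.37 and 0.21 with an estimated correlation), and no gene of it passed the interaction of WT, MT194, MT486 or DMT with EV in edgeR (1 higher and 2 lower with WT under the block). SRF and YAP targets rose for 12, 10 and 16 genes with MT194, MT486 and DMT, and for 2 with WT (19, 18, 19 and 6 with the block). Steroid enzymes fell for 11 of 14 with DMT (median −2.18, camera adjusted p = 1.1e-14, and adjusted p = 0.069 with an estimated correlation).

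In EV, of 34 mitotic genes 3 fell (0 when adjusted over the list alone, 10 with the block), of 13 imprinted genes 1 rose and 4 fell (9 with the block), with −1.90 for Cdkn1c, and of 18 genes of fatty acid oxidation 1 rose and 3 fell (3 and 7 with the block). Of 6 epithelial markers 3 rose (4 when adjusted over the list alone), of 6 endothelial markers 2 rose, and of 6 macrophage markers 1 rose and 1 fell (3 and 2 with the block), and since these lists hold genes seen in the paper's tables they are not independent of it. Fibroblast markers fell for 2 of 14 (2 higher and 7 lower with the block), ribosomal protein genes rose for 1 of 71 (7 higher and 20 lower with the block), and genes of NELF and pausing factors changed for 2 upward and 1 downward of 24 (8 and 5 with the block). Genes of PI3K signaling gave 1 and 1 of 22 (6 and 3 with the block), and those of RAF and ERK signaling 1 and 2 of 15 (2 and 4 with the block). The edgeR test called none of 41 DNA replication, 14 Integrator, 15 Hox, 8 cartilage and bone, 4 fat cell and 4 neural genes in EV. With the block, 3 DNA replication, 3 Hox and 1 fat cell gene fell, 1 Integrator gene rose and 1 fell, and 2 cartilage and bone genes rose and 4 fell.

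In the clones, WT(N48) differed from pLenti WT in the same sterol genes as Δ-C60, with Insig1 at 2.21 (adjusted p = 0.0088) and Fdps at 1.79 (adjusted p = 0.011), and 5 of 9 mevalonate enzymes were higher (7 when adjusted over the list alone, camera adjusted p = 1.3e-07, and adjusted p = 0.058 with an estimated correlation). In the MT194 clones 4 mitotic genes were lower (14 when adjusted over the list alone, camera adjusted p = 3.2e-09, and adjusted p = 0.11 with an estimated correlation). MT486 clones 1 and 2 lie closer to each other than other clones, with a chi-square per gene of 5.06 against 32.4 to 349 for the other pairs within groups, and how they were made apart from each other is not stated. Between MT194 and MT486 with Cre 10 genes were called (42 higher and 36 lower by DESeq2, 383 and 260 with the block), 8 higher and 2 lower in MT194, with 1 left without MT194-Cre replicate 2, MT486-Cre replicate 1 or MT486-Cre replicate 2.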
